# High-resolution annotation of the mouse preimplantation embryo transcriptome using long-read sequencing

**DOI:** 10.1038/s41467-020-16444-w

**Published:** 2020-05-27

**Authors:** Yunbo Qiao, Chao Ren, Shisheng Huang, Jie Yuan, Xingchen Liu, Jiao Fan, Jianxiang Lin, Susu Wu, Qiuzhen Chen, Xiaochen Bo, Xiangyang Li, Xingxu Huang, Zhen Liu, Wenjie Shu

**Keywords:** Next-generation sequencing, RNA splicing, Transcriptomics, Embryonic germ cells

## Abstract

The transcriptome of the preimplantation mouse embryo has been previously annotated by short-read sequencing, with limited coverage and accuracy. Here we utilize a low-cell number transcriptome based on the Smart-seq2 method to perform long-read sequencing. Our analysis describes additional novel transcripts and complexity of the preimplantation transcriptome, identifying 2280 potential novel transcripts from previously unannotated loci and 6289 novel splicing isoforms from previously annotated genes. Notably, these novel transcripts and isoforms with transcription start sites are enriched for an active promoter modification, H3K4me3. Moreover, we generate a more complete and precise transcriptome by combining long-read and short-read data during early embryogenesis. Based on this approach, we identify a previously undescribed isoform of *Kdm4dl* with a modified mRNA reading frame and a novel noncoding gene designated *XLOC_004958*. Depletion of *Kdm4dl* or *XLOC_004958* led to abnormal blastocyst development. Thus, our data provide a high-resolution and more precise transcriptome during preimplantation mouse embryogenesis.

## Abstract (web summary)

Until now, the transcriptome of preimplantation mouse embryos has only been analysed by short-read sequencing. Here, the authors perform long-read sequencing to provide a more detailed transcriptome of the preimplantation mouse embryo, identifying various novel transcripts, for example Kdm4dl.

## Introduction

Transcriptome analysis based on high-throughput short-read sequencing (RNA-seq) has greatly facilitated the annotation of functional, physiological, and biosynthetic cellular states linked to spatial-temporal transitions at the organismal, tissue, and even single-cell levels^1,2^. However, the application of transcriptomic studies is limited by the accuracy and integrity of current reference sequence annotations, which may lead to misleading or incorrect conclusions about some biological events. Preimplantation embryo development, including fertilization, cell cleavage, and morula and blastocyst formation, characterized by the rapid cleavage of embryonic cells and epigenetic reprogramming of DNA methylomes, histone modifications, and chromatin structures^3–5^, is the basis for healthy reproduction. In particular, the precisely controlled zygotic genome activation (ZGA) process is the foundation of the whole body plan^6^. On the other hand, the decay of maternal inherited RNAs and the activation of the embryonic genome in the ZGA process are highly correlated with parent-of-origin effects, particularly epigenetic features-dependent parental allelic expression, in transcriptome activation and epigenome reprogramming^7,8^. To understand preimplantation embryo development, we and others have defined the transcriptomes of early mouse, human, and zebrafish embryos, and identified thousands of ZGA-related genes^4,5,9,10^. In addition, our recent work showed that a disorder of methylation asymmetry in zygotes could lead to defects in embryo development^11^. Despite significant progress in this field, the use of short-read sequencing as the principal technology for the transcriptome annotation of preimplantation embryos^4,5,7^, fails to resolve the complete transcriptome and the transcriptional complexity associated with novel transcripts and alternative splicing events, which occur ubiquitously in eukaryotic organisms, due to the sequencing length limitations of this method^12^. For instance, the transcriptome profiling of embryos using RNA-seq has revealed that a large number of transcripts are missing from the reference annotations^9,13^. In addition, many genome assemblies still include misassembled genomes and genomic deletions, which may lead to misassembled transcriptomes^14^.

Accordingly, long-read sequencing on the Pacific Biosciences platform, representing the third generation of DNA sequencing technology, can overcome the limitations of RNA-seq via the direct reading of full-length transcripts with technologically and computationally improved sequencing error rates^15^. Long-read sequencing has become a powerful tool for defining novel transcribed regions and novel splicing isoforms, further improving knowledge of the transcriptomes of model organisms and human diseases^16–19^. Although hundreds of ZGA-related genes have been reported, the functional regulators involved in the ZGA process remain largely unclear. Even Dux, a previously well-accepted ZGA factor^20^, has recently been proposed to be a dispensable gene for this process^21^. These findings drove us to identify novel transcripts and splicing variants involved in ZGA and preimplantation embryogenesis. The power of long-read sequencing also helps to avoid the large amount of technical noise derived from single-cell RNA-seq in the detection of allele-specific transcripts.

In the present study, we utilize the single-molecule real-time (SMRT) platform of Pacific Biosciences for full-length sequencing with high accuracy to improve the annotation of the mouse preimplantation transcriptome and generate a more accurately described transcriptome with additional novel transcripts and splicing isoforms. We also discover two novel transcripts that are functionally involved in early embryogenesis. Thus, our study provides an important resource for the high-resolution annotation of the transcriptome for interpreting early embryo development.

## Results

### High-resolution annotation of the preimplantation mouse embryo transcriptome

To characterize preimplantation embryo transcripts with more accurate information, we profiled the transcriptome using both long-read and short-read sequencing across mouse preimplantation developmental embryos derived from C57BL/6J (female) × DBA/2 (male) crosses (Fig. 1a). Two batches of samples at each stage were collected. Pooled embryos at each stage from one batch, including 150 oocytes (Oo), 150 1-cell embryos (1C), 100 2-cell embryos (2C), 50 4-cell embryos (4C), 25 8-cell embryos (8C), 20 blastocysts (BL, 32-64C), and bulk sperms, were collected for cell lysis. For each stage, total RNA samples were precipitated with absolute ethanol, and the dissolved RNAs were reverse-transcribed and amplified^22^. Then, the amplified cDNAs were purified. Two batches of cDNAs at each stage were mixed together in equal amounts to obtain a sufficient amount of cDNAs (up to 2 μg) for library construction and subsequent sequencing on the Pacific Biosciences (PacBio) SMRT platform. To compare with long-read sequencing parallelly, a small fraction of the purified cDNAs of each batch was also subjected to short-read sequencing (Fig. 1a). High-quality data were generally obtained from both short- and long-read sequencing (Supplementary Fig. 1a, b).

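The libraries analysed were made from amplified cDNA of pooled mouse gametes and embryos. There were 14 short-read libraries, with 2 replicates for each of sperm, oocyte, 1-cell, 2-cell, 4-cell, 8-cell and blastocyst, and 7 long-read libraries, each a pool of 2 batches of 1 stage. A batch held 150 oocytes, 150 1-cell embryos, 100 2-cell embryos, 50 4-cell embryos, 25 8-cell embryos or 20 blastocysts. The authors deposited the long-read transcripts of each stage and of all stages merged, as exon coordinates on mm10, and the TPM that salmon gave each of these transcripts in each short-read library. TPM keeps no read depth, so the depth behind a value is known only from the paper. Its numbers of short reads per library run from 19105432 in 1-cell replicate 1 to 45527417 in 2-cell replicate 2, while 2-cell replicate 1 had 19637095. The paper gives 202994 circular consensus reads for the 2-cell pool, the fewest, and 364680 for sperm, the most. The mean subread lengths it gives are 574 and 636 bases in the 1-cell runs and 1062 bases at the 2-cell stage. At least 1 TPM was reached by 11416 merged transcripts in oocyte replicate 2, the lowest number, and by 19155 in 2-cell replicate 2, the highest. The 10 most abundant transcripts took 28.8% of the TPM in sperm replicate 1 and 4.39% in 4-cell replicate 1. Stages were compared with limma on log2(TPM + 1) over the 12 libraries from oocyte to blastocyst, which share 1 estimate of the spread, for the 20250 merged transcripts with a TPM of at least 1 in at least 2 of these libraries. A change on this scale understates the change of transcripts with low TPM. The spread differed between stages: the median SD of a transcript between replicates was 1.03 on the log2 scale at the 2-cell stage and 0.22 at the 4-cell stage. A single long-read pool per stage allows no replicate test of the long-read results, so their intervals are Wilson 95% intervals over transcripts and cover counting error only.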

**Fig. 1:**
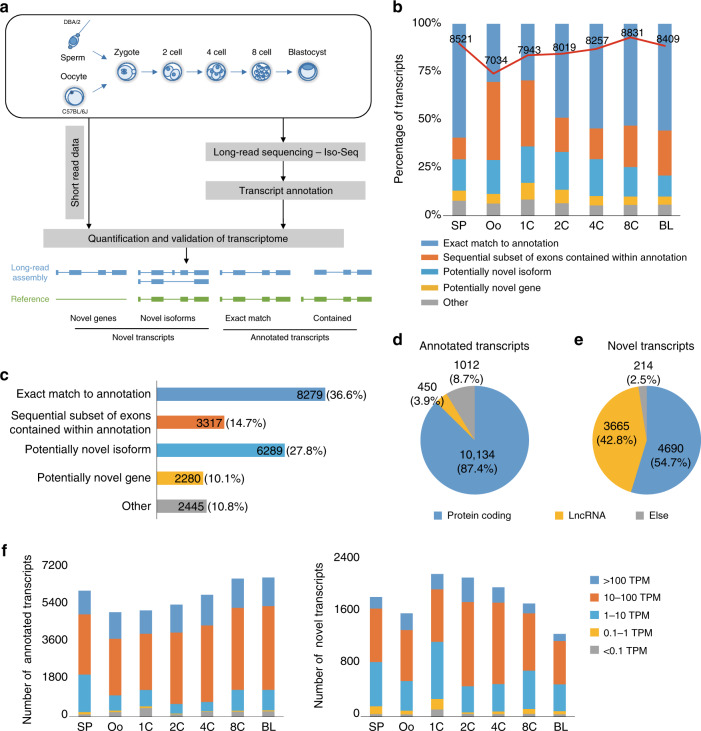
Identification of novel transcripts using PacBio SMRT sequencing in seven stages of preimplantation mouse embryos. **a** Workflow for transcriptome reconstruction based on PacBio SMRT sequencing data. The Iso-seq3 pipeline was used to assemble transcripts from long-read data, and these transcripts were then mapped to the reference genome with GMAP and compared with the GENCODE (vM20) annotation using Cuffcompare. Zygotes and in vitro cultured embryos from female C57BL/6J and male DBA/2 inbred mice were collected. For a batch of samples, 150 oocytes (Oo), 150 1-cell embryos (1C), 100 2-cell embryos (2C), 50 4-cell embryos (4C), 25 8-cell embryos (8C), 20 blastocysts (BL, 32-64C), and bulk sperms, were collected for experiments. Long-read transcripts were also validated and compared to short-read data. **b** Annotation of identified long-read transcripts in the seven stages. By comparison with the GENCODE annotation, the transcripts for each stage were divided into the five indicated categories, and the percentages of transcripts in each category are shown. The red line represents the total number of transcripts in each stage. **c** Annotation of merged long-read transcripts that were the combination of transcripts identified across seven stages. The numbers and percentages of merged transcripts in the five categories are presented. **d**, **e** Classification of annotated (**d**) and novel (**e**) merged transcripts according to the GENCODE annotation or protein-coding potential and the length of transcripts. **f** The expression of transcripts identified from long-read data in the seven stages quantified by using short-read data. The bar plot presents the number of annotated (left) and novel (right) transcripts classified by TPM.

In total, 7034–8831 high-quality non-redundant long-read transcripts were identified in the seven stages, and a total of 22,612 merged transcripts were obtained (Fig. 1b, c). 

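In the deposited annotations, the stages held 8521 long-read transcripts in sperm, 7034 in oocyte, 7943 in 1-cell, 8019 in 2-cell, 8257 in 4-cell, 8831 in 8-cell and 8409 in blastocyst. The merged annotation held 22612 transcripts at 15937 loci, of which 22514 lay on chromosomes 1 to 19, X and Y. Of the merged transcripts, 17127 had more than 1 exon and 5485 (24.3%, 95% interval 23.7 to 24.8%) had a single exon. The single-exon share of a stage was lowest at 4-cell (16.7%, 15.9 to 17.5%) and highest at 1-cell (23.4%, 22.4 to 24.3%).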

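The spliced length of the merged long-read transcripts had a median of 1247 bases and a mean of 1369 bases. GENCODE vM21, on the same mouse assembly, holds 141862 transcripts with a median of 948 and a mean of 1695 bases. Of the merged transcripts, 62.6% were longer than 1000 bases, against 48.3% of the vM21 transcripts. The upper quartile was lower, at 1831 bases against 2356 bases in vM21. The median length also differed between the pools, from 724 bases at 1-cell and 826 at oocyte to 1337 at 2-cell and 1371 at 4-cell.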

We compared the length and similarity of the long-read transcripts with the GENCODE annotation (vM20) (Supplementary Fig. 1c), showing that the distribution of long-read transcripts was greater than in previously annotated references. Then, we analyzed the long-read transcripts for similarity in exon–intron structures with the annotated transcriptome. 

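The classes of the long-read transcripts were rebuilt from their exons with the Cuffcompare codes given in the methods, against GENCODE vM21. At the 1-cell stage, 2341 of 7943 transcripts (29.5%) matched an annotated intron chain exactly and 2743 (34.5%) were contained in an annotated transcript. At the blastocyst stage, 4651 of 8409 (55.3%) were exact matches and 1959 (23.3%) were contained. Both classes together made up 64.0% (95% interval 62.9 to 65.1%) of the transcripts at 1-cell, the lowest share, and 78.6% (77.7 to 79.5%) at blastocyst, the highest, with a mean of 70.6% over the 7 stages (SD 4.79). The share of contained transcripts was highest in oocyte, at 40.9%. Leaving out single-exon transcripts moved the share most in sperm, from 69.8 to 79.3%.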

The proportion of annotated transcripts containing transcripts that were exactly matched to the annotation (defined as exact match to annotation) or transcripts contained within the GENCODE annotation (reference-annotated exonic subsets of transcripts with missing exons were defined as a sequential subset of exons contained within annotation) was over 60% in each stage (Fig. 1b). 

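Transcripts of new isoforms, which share an intron with an annotated transcript or overlap one of its exons and the adjoining intron as a single exon, made up a mean of 15.6% of the transcripts of a stage (SD 2.75, 7 stages). Transcripts at loci that overlap no annotated gene, called new genes here, made up 5.64% (SD 1.82). Together they came to 21.2% (SD 3.69), from 14.7% at blastocyst (95% interval 13.9 to 15.4%) to 25.3% at 2-cell (24.4 to 26.3%). At 1-cell the share was 24.7% (23.8 to 25.7%), an interval that overlaps the one at 2-cell. Under both alternatives the order of these stages reversed. Among multi-exon transcripts the share was 26.8% at 1-cell and 23.9% at 2-cell, and with a shared splice site in place of a shared intron, a rule chosen after seeing the data, it was 28.1 and 26.4%.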

Novel transcripts, including potentially novel genes (no overlapping with the reference annotation) and potentially novel isoforms, accounted for an average of 22% of the identified transcripts in each stage (Fig. 1b). 

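The remaining transcripts, with none of the codes above, made up a mean of 8.23% of the transcripts of a stage (SD 1.69, 7 stages). The share was lowest at 4-cell, with 545 of 8257 transcripts, and highest at 1-cell, with 896 of 7943 (11.3%). With a shared splice site in place of a shared intron, a rule chosen after seeing the data, it was highest in sperm (8.51%). The 1-cell share was then 7.93%. Among multi-exon transcripts the share was lowest at blastocyst (1.41%), with 1.96% at 4-cell. In the merged annotation there were 2978 remaining transcripts by a shared intron, 13.2% of all transcripts (95% interval 12.7 to 13.6%). Of these, 45.4% lay inside an annotated intron, 35.4% overlapped an annotated exon on the same strand without a shared intron, and 14.6% overlapped an exon on the opposite strand. A single exon was found in 62.5% of them. Their median length was 814 bases.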

We also identified ~7% of “other” transcripts, including some chromosome-crossed and genome-unrelated sequences, that could not be classified by the current software and might have been generated during the sample preparation or sequencing process, which were excluded from subsequent analysis. 

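Of the 22612 merged transcripts, 8213 (36.3%, 95% interval 35.7 to 37.0%) were exact matches, 3294 (14.6%, 14.1 to 15.0%) were contained, 5829 (25.8%, 25.2 to 26.4%) were new isoforms and 2298 (10.2%, 9.78 to 10.6%) were new genes. The number of new isoforms depends on what counts as sharing a junction. When a shared splice site was enough in place of a shared intron, a choice made after seeing the data, there were 6319 (27.9%).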

Then, the long-read transcripts obtained across the seven stages were merged together, and overlapping transcripts across stages were identified, revealing 2280 transcripts as potential novel genes (10.1%) and 6289 transcripts (27.8%) that were potential novel isoforms (Fig. 1c; novel transcripts were numbered and listed in Supplementary Data 1). Interestingly, the length and exon number of the novel transcripts presented a similar distribution to the annotated transcripts (Supplementary Fig. 2a, b), validating the reliability of these novel transcripts.

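The 11507 annotated merged transcripts had a median length of 1398 bases (quartiles 901 and 1985) and a median of 5 exons (quartiles 3 and 9). For the 8127 new transcripts these were 1186 bases (734.5 and 1751) and 4 exons (2 and 8). The new isoforms had a median of 1328 bases and 6 exons. The new genes had a median of 719.5 bases and 1 exon, and 66.3% of them (95% interval 64.3 to 68.2%) consisted of a single exon, against 15.8% (15.1 to 16.5%) of the annotated transcripts. Among multi-exon transcripts, the median length was 1475 bases for annotated transcripts and 706 bases for the 775 new genes.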

Next, the merged transcripts, including the annotated transcripts (transcripts that were exact match to annotation and sequential subset of exons of transcripts that were contained within annotation) and the novel transcripts (potentially novel isoforms and novel genes), were further classified into protein-coding transcripts, long non-coding RNAs (lncRNAs), and else (not belonging to protein-coding RNAs or lncRNAs, such as processed pseudogenes, snoRNAs, and rRNAs) according to the GENCODE annotation or protein-coding potential of the novel transcripts using CPAT (Coding-Potential Assessment Tool, v2.2.0)^23^ (Fig. 1d, e). We found that the majority of the annotated transcripts (10,134, 87.4%) were protein-coding transcripts, and only 450 transcripts (3.9%) were lncRNAs. In contrast, only 54.7% of novel transcripts (4690) were defined as protein-coding transcripts, and nearly half of the novel transcripts (3665, 42.8%) were classified as lncRNAs (Fig. 1d, e). Moreover, the proportions of the three categories (protein, lncRNA, and else) among both the annotated and novel transcripts in the seven stages were generally consistent with those in the merged transcripts (Fig. 1d, e; Supplementary Fig. 2c, d). 

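With the biotypes of GENCODE vM21, 9930 of the 11507 annotated merged transcripts (86.3%, 95% interval 85.7 to 86.9%) were protein-coding, 445 (3.87%, 3.53 to 4.24%) were lncRNAs and 1132 (9.84%, 9.31 to 10.4%) belonged to neither class. The protein-coding share ranged from 82.6% (81.6 to 83.6%) at 1-cell to 92.7% (92.0 to 93.3%) at 4-cell. The lncRNA share ranged from 0.979% at 8-cell to 4.13% at 1-cell. Coding potential of the new transcripts was not analysed here.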

Taking oocyte for an example, we compared our merged transcriptome for oocyte stage with a published oocyte transcriptome by short-read sequencing^24^. It showed that the number and length of exons in proportion from our merged transcripts were comparable with the published oocyte data^24^ (Supplementary Fig. 2e, f), further verifying the reliability of our augmented transcriptome.

Moreover, we compared the novel transcripts identified from long-read data and/or short-read data with the annotated transcripts from GENCODE. In general, novel transcripts identified from the long-read data were more similar to the GENCODE annotation than those from the short-read data (Supplementary Fig. 3a–f). In addition, the transcripts that could only be identified from long-read data displayed slightly more similar characteristics to the GENCODE-annotated transcripts than the transcripts that could only be identified from short-read data (Supplementary Fig. 4a–f).

To determine whether long-read transcripts were supported by the short-read RNA-seq data, we quantified the expression levels of both annotated and novel transcripts in the seven stages with corresponding short-read sequencing data. In each stage, over 90% of the annotated and novel transcripts were identified with a TPM (transcripts per million) >1, and more than half of these transcripts were highly expressed (TPM > 10) in all stages (Fig. 1f). These results indicate that most of our identified annotated and novel transcripts are abundantly expressed in preimplantation embryos.

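The shares over both thresholds were computed from the TPM of the long-read transcripts of each stage in the short-read libraries of that stage, as the mean of 2 libraries. A mean TPM over 1 was reached by 94.1% of the transcripts in sperm, 93.8% in oocyte, 88.8% in 1-cell, 96.8% in 2-cell, 95.4% in 4-cell, 94.7% in 8-cell and 94.5% in blastocyst. At 1-cell the 95% interval was 88.1 to 89.5%, and the libraries alone gave 87.7 and 85.4%. A mean TPM over 10 was reached by between 62.5% of the transcripts (sperm) and 85.4% (2-cell). At 2-cell this share was 69.2% in replicate 1 and 85.8% in replicate 2. Among the annotated transcripts the share over a TPM of 1 ranged from 90.2% (1-cell) to 97.2% (2-cell), and among the new transcripts from 87.7% (1-cell) to 96.8% (2-cell). The share of new transcripts over a TPM of 10 was 48.2% (46.0 to 50.5%) at 1-cell and 78.1% (76.3 to 79.9%) at 2-cell. At every stage but 4-cell, the choice that moved the share over all classes most was to require the threshold in both libraries. The 2-cell share over a TPM of 10 was then 65.0%. At 4-cell, TPM over the merged annotation moved the shares most, to 98.6% over a TPM of 1 and 88.5% over 10. This alternative kept only multi-exon transcripts with the intron chain of a merged transcript. From its own shares over both thresholds, the paper infers that most of the transcripts it identified are abundantly expressed in preimplantation embryos.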

### Validation of long-read transcripts in mouse embryos

To assess the ability of identifying novel transcripts with long-read sequencing data, we compared the saturation curve of the novel transcripts identified from short-read data only with that of novel transcripts derived from merging transcripts identified from short- and long-read data. We observed that the number of novel transcripts identified from the combination of short- and long-read data was much higher than that identified from only by short-read data (Fig. 2a), further demonstrating the advantages of long-read data for the identification of more potential novel transcripts. To further characterize the identified novel coding transcripts that function as putative protein-coding genes, we assessed these high-coding-potential transcripts (Fig. 1e) with a minimum ORF (length greater than 300-bp) via sequence homology analysis with the Uniprot protein database^25^ using BLASTP (v2.9.0)^26^ and functional protein domain prediction using *hmmer* (v3.2.1) with the Pfam database (v31.0)^27,28^. We found that the vast majority of novel coding transcripts were predicted to encode functional proteins (Fig. 2b). According to the observed sequence homology with the annotated protein information, novel coding transcripts were subjected to gene ontology (GO) enrichment analysis, showed that these novel coding transcripts had important roles in cellular, metabolic process, and biological regulation (Supplementary Fig. 5a).

**Fig. 2:**
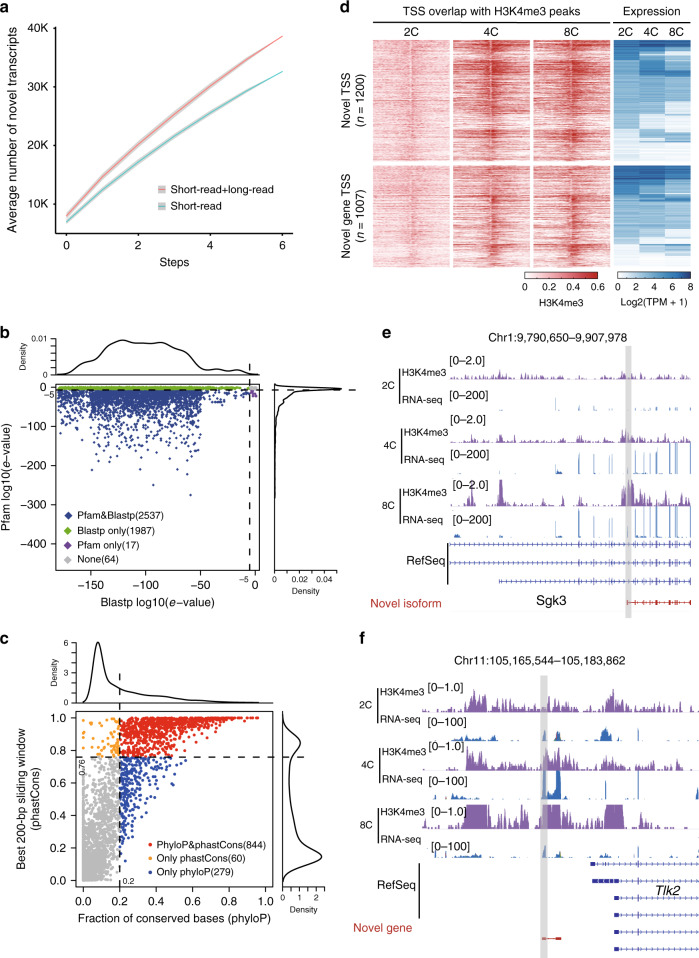
Validation of transcripts identified from long-read data in preimplantation mouse embryos. **a** Saturation of novel transcripts identified by short-read sequencing or by a combination of short- and long-read sequencing. This combination was archived by merging transcripts identified from short- and long-read data. The identified novel transcripts were annotated with the GENCODE annotation at each step. The lines and bands represent the mean and the 99% confidence interval of the number of novel transcripts identified at each step, respectively. **b** Sequence homology and domain analysis for novel coding transcripts. The blue prism represents significance (log10(*e*-value) < −5) according to both Blastp and Pfam. Green points indicate Blastp only, purple points indicate Pfam only, and gray points indicate no significance in either analysis. **c** The scatter plot shows the fraction of conserved bases (base-wise phyloP score > 0.972) (*x* axis) and the maximal 200-bp window average phastCons score (*y* axis) of novel non-coding transcripts. Blue points indicate transcripts with higher base-wise conservation (phyloP) relative to random control regions. Orange points indicate transcripts with higher window-based conservation (phastCons) relative to random control regions. Red points indicate transcripts that met both conservation criteria. **d** Association between H3K4me3 enrichment and gene expression. Red heatmaps represent the distributions of the H3K4me3 signals in the promoters of novel transcripts with novel TSSs within the annotated loci as well as novel genes overlapped with H3K4me3 peaks (±500-bp). Each row represents a promoter region of ±4 kb around the TSSs for 2-cell, 4-cell, and 8-cell. Blue heatmaps represent the distributions of TPM in the two classes of TSSs. Each row represents the TPM calculated by short-read data form 2-cell, 4-cell, and 8-cell. **e**, **f** Validation examples of identified transcripts. IGV view of the H3K4me3 density and RNA-seq alignment density in a novel isoform (**e**: Chr1:9790650–9907978; *Sgk3*) and a novel gene (**f**: Chr11:105,165,544–105,183,862).

Compared with the fully explored protein-coding regions of the whole genome, the functions of non-coding sequences, which constitute over 98% of the genome, remain largely unknown. Therefore, we evaluated whether these novel non-coding transcripts were evolutionarily conserved. We performed sequence conservation analysis according to both phyloP^29^ and phastCons^30^ scores. In general, the level of sequence conservation for novel non-coding transcripts was significantly higher than that of random control regions (Supplementary Fig. 5b, c). Specifically, 1183 transcripts (30.5%) among the novel non-coding transcripts showed higher conservation scores than those calculated from random control regions (phyloP^29^ and/or phastCons^30^) (Fig. 2c), indicating the conservation of our newly identified non-coding transcripts.

To validate our identified novel transcripts, we categorized the transcriptional start sites (TSSs) of novel transcripts into three groups based on transcript classification and GENCODE annotation (see Method section). Among 6289 potentially novel isoforms, 4273 transcripts possessed classic TSSs overlapping with the TSSs of previously annotated isoforms, and 2014 novel transcripts possessed potentially novel TSSs; among the potentially novel genes, 2266 transcripts might have potentially novel TSSs (Supplementary Data 2). To confirm this possibility, we profiled the histone H3 trimethylation (H3K4me3) enrichment, which is a chromatin signature of active promoters, around these related TSS regions in preimplantation embryos^31^. 

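The transcription start of each new transcript was compared with the starts of GENCODE vM21 transcripts on the same strand, within 300 bases. Of the 5829 new isoforms, 4070 began at an annotated start and 1759 did not. The 2298 new gene transcripts formed the last group. Supplementary Data 3 of the paper, which lists the starts under H3K4me3 peaks, contains 1037 of these 1759 isoforms (59.0%), 967 of the new gene transcripts (42.1%) and 28 of the isoforms with an annotated start (0.688%). The H3K4me3 data were not analysed here.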

As expected, H3K4me3 showed significant enrichment in many promoters of three groups of TSSs (Supplementary Fig. 6a) that was similar to the bimodal distributions of H3K4me3 in the promoters of annotated TSSs (Supplementary Fig. 6b–d). Generally, the H3K4me3 signal intensity was roughly correlated with gene expression levels, although some genes with low expression levels were also enriched with H3K4me3 signals because the basal modification levels were distinct for different genes (Supplementary Fig. 6a).

Because H3K4me3 signal intensity in the novel TSSs for some potentially novel isoforms and novel genes was weak, we tried to identify high-confidence novel TSSs for potentially novel isoforms and novel genes. Thus, we enriched the TSSs that overlapped with significant H3K4me3 peaks (500-bp length around the TSSs) and obtained 1200 (60.0%) and 1007 (44.4%) high-confidence novel TSSs for potentially novel isoforms and novel genes, respectively (Fig. 2d; Supplementary Data 3, 4). For instance, a novel isoform of *Sgk3* and a novel gene example upstream of *Tlk2* illustrated with IGV (v2.4.4) view showed that these newly identified transcripts were enriched in apparent H3K4me3 peaks around their TSSs, and these transcripts were also validated by short-read sequencing data (Fig. 2e, f). However, it was worth noting that some high-confidence novel isoforms with previously annotated TSSs were ignored here according to the criteria of H3K4me3 enrichment because the H3K4me3 peaks for these novel transcripts overlapped with the classic TSSs of annotated genes. 

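The new isoform of Sgk3, TCONS_00000026, lies on chromosome 1 of mm10 from 9875508 to 9899856 on the plus strand, inside the annotated gene (9798107 to 9900845), and has 13 exons, the last of 1137 bases. Its TPM was 0.304 and 0.0739 in the 1-cell libraries and 5.80 and 12.7 in the 2-cell libraries, with a mean of 50.4 at 4-cell. From 1-cell to 2-cell it rose by 3.03 on the log2(TPM + 1) scale (standard error 0.64, adjusted p = 0.00498 from limma with Benjamini-Hochberg adjustment), and it was higher in both 2-cell libraries than in both 1-cell libraries. Across the alternatives the adjusted p ranged from 0.00132 to 0.116. The gene upstream of Tlk2, TCONS_00003168, has 2 exons on the plus strand of chromosome 11, from 105173336 to 105173708 and from 105174887 to 105175463, and ends before the annotated start of Tlk2 at 105178807. Its TPM was 1.26 and 0.451 at 1-cell and 10.1 and 37.3 at 2-cell, a rise of 3.51 (standard error 0.75, adjusted p = 0.00537, range over the alternatives 0.00387 to 0.134). The tested transcripts as a whole moved by a median of 0.75 in the same step. After quantile normalization, which removes this shift, TCONS_00000026 rose by 1.89 and TCONS_00003168 by 2.57. The fit on the 4 libraries of both stages gave the highest of these adjusted p. With the spread weighted by stage, an alternative chosen after seeing the data because the 2-cell replicates differed more than others, the adjusted p was 0.0452 for TCONS_00000026 and 0.0396 for TCONS_00003168.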

Besides, for those potential novel genes not accord with our high-confidence criteria, 472 transcripts possessed two or more exons. 

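Of the 1331 new gene transcripts that Supplementary Data 3 does not list, 537 (40.3%, 95% interval 37.7 to 43.0%) had 2 or more exons. Of the 967 that it lists, 238 (24.6%, 22.0 to 27.4%) did. The median length was 701 bases without a listed start and 759 bases with one.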

We also compared the high-confidence TSSs from blastocyst with a published cap analysis gene expression (CAGE) data from mouse ESCs^32^, which is similar with in vivo blastocyst stage. Over 80% of potentially novel isoforms with novel TSSs identified from long-read data were supported by CAGE data from ESCs; about 40% of novel genes identified by long-read data from blastocyst were also supported by CAGE data from ESCs (Supplementary Fig. 6e). The non-supported transcripts with novel TSSs by CAGE data might be elicited by the differential expression between ESCs and blastocyst. 

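The transcripts that Supplementary Data 5 and Supplementary Table 4 name for PCR comprise 10 new genes and 10 new isoforms, among them isoforms of Guca1a, Baz1a, Csnk1a1, Mtus2 and Cd63. By the classes rebuilt here, 1 of these isoforms, TCONS_00005014, overlaps annotated exons on the opposite strand only. All 20 had more than 2 exons in the merged annotation. In TPM over the merged transcripts, 15 of the 20 passed 10 in at least 1 of the 14 short-read libraries. The highest TPM of each ranged from 2.83 (the new gene TCONS_00022490, in blastocyst replicate 1) to 1600 (the Mtus2 isoform TCONS_00015874, in oocyte replicate 2). Of the 19 that passed the filter on low values, 4 were called higher at 2-cell than at 1-cell by limma, namely TCONS_00009279, TCONS_00009726 and the new genes TCONS_00005831 and TCONS_00009513. TCONS_00009279 was the only one of the 4 still called with the spread weighted by stage, an alternative chosen after seeing the data. After quantile normalization TCONS_00009726 and TCONS_00009513 were not called, and TCONS_00005014 was called lower at 2-cell. TCONS_00009726 was also not called with no filter on low values, and the fit on the 4 libraries called none of the 4. The Guca1a isoform TCONS_00009279 was at 0 and 0.219 TPM in the 1-cell libraries and at 28.5 and 58.3 in the 2-cell libraries, a log2 change of 5.24 (standard error 0.66, adjusted p = 0.000544, range over the alternatives 0.00027 to 0.113). The Csnk1a1 isoform TCONS_00009726 rose by 3.58 (standard error 1.06, adjusted p = 0.026, range 0.0204 to 0.204), with 208 TPM in 2-cell replicate 1 and 12.0 in replicate 2. Without 2-cell replicate 1 its change was 1.57.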

To further validate these novel transcripts, we randomly selected 10 novel genes and 10 novel isoforms (TPM > 10 in at least one sample, with more than two exons) for PCR amplification and Sanger sequencing. For the novel genes, the exon junctions were all successfully verified (Supplementary Data 5); for the novel isoforms, the exon junctions spanning novel exons and annotated exons were also successfully confirmed (Supplementary Data 6), demonstrating that our newly identified transcripts are highly reliable.

Next, we augmented the GENCODE annotation with the novel transcripts derived from merged transcripts. To assess how different transcriptome annotation can affect the quantification of transcripts, we quantified the mapping reads of the GENCODE-annotated transcriptome and augmented transcriptome using salmon (v0.10.0). We observed that for GENCODE-annotated transcripts possessing potential novel splicing isoforms, about 20% of these transcripts showed large mapping reads changes (*δ* > 5) when using the augmented annotation as reference (*P* < 1e−100, Wilcoxon matched-pairs signed rank test; Supplementary Fig. 6f, g). 

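How far the expression of a transcript is confined to few stages was measured by tau. It was computed from log2(mean TPM + 1), with the mean taken over the libraries of each of the 7 stages. Tau is 0 for equal expression in all stages and 1 for expression in a single stage. The median tau was 0.451 for the 11456 annotated transcripts with a value, 0.614 for 5499 new isoforms and 0.653 for 2176 new genes. A tau over 0.8 was found for 10.8% (95% interval 10.3 to 11.4%) of the annotated transcripts, 16.3% (15.4 to 17.3%) of the new isoforms and 12.4% (11.1 to 13.9%) of the new genes. With either replicate alone the medians were 0.478 and 0.496, 0.652 and 0.651, and 0.647 and 0.697 for the 3 groups in this order. The mean TPM was highest at 4-cell for 22.4% of the new isoforms and in sperm for 30.1% of the new genes, with 26.6% of the new genes highest at 2-cell. Of the annotated transcripts, 22.8% were highest in sperm.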

Compared with the expression of the GENCODE-annotated transcripts, the expression of the newly identified transcripts also showed stage-specific expression patterns across preimplantation development (Supplementary Fig. 6h, i), and the expression of these novel transcripts can be integrated to generate a more complete transcriptome landscape. Thus, we identified a large number of novel long-read transcripts, including thousands of potential high-confidence novel isoforms and genes, and improved the annotation of preimplantation transcriptome.

### Characterization of alternative splicing in mouse embryos

Next, we characterized the potentially alternative isoforms in preimplantation embryos with long-read data. We first extracted exon–intron splicing junctions (SJs) from long-read transcripts across the seven stages. 

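Over all stages there were 70352 distinct junctions, of which 62730 (89.2%, 95% interval 88.9 to 89.4%) are introns of GENCODE vM21. The single stages had between 15768 junctions (1-cell) and 31915 (sperm). The share found in vM21 was 85.9% (85.4 to 86.5%) at 1-cell, 90.6% (90.1 to 91.0%) in oocyte, 94.4% (94.1 to 94.7%) at 2-cell and 97.1% (96.9 to 97.3%) at blastocyst. Splice motifs were not analysed here.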

Interestingly, more than 97% of SJs showed the canonical GT/AG motifs and less than 2% of SJs presented noncanonical motifs spanning splicing donor-acceptor sites in all stages (Supplementary Fig. 7a), which was consistent with a previous study^33^. In addition, the majority of SJs derived from long-read transcripts could be validated with short-read sequencing data (Supplementary Fig. 7b), supporting the reliability of the newly identified splicing isoforms.

We then calculated the number of seven types of alternative splicing (AS) events (including skipping exons (SE), alternative 5′ and 3′ splice sites (A5/A3), retained introns (RI), mutually exclusive exons (MX), and alternative first and last exons (AF/AL)) (Fig. 3a) among the SJ-validated spliced isoforms using SUPPA2 (v2.2.1)^34^, and identified approximately 1000 AS events for each stage (Fig. 3b; Supplementary Data 7). 

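The AS events were rebuilt from the exons of the deposited annotations with the event definitions of SUPPA2. The stages gave 987 events in sperm, 946 in oocyte, 1102 at 1-cell, 993 at 2-cell, 1279 at 4-cell, 1227 at 8-cell and 848 at blastocyst. The merged annotation gave 5715 events, namely 1669 SE, 1486 AF, 1131 A5, 941 A3, 252 RI, 168 AL and 68 MX events. With only multi-exon transcripts of at least 1 TPM in at least 1 library, the merged annotation gave 5486.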

In total, 5714 AS events of seven types were identified across the seven stages from the merged transcripts. Moreover, the distribution of AS events recovered from the long-read data was generally consistent with the GENCODE annotation (Supplementary Fig. 7c). We also examined the number of AS genes associated with each type of AS event (described in the Methods section) and found that the proportions of the AS genes of the seven types identified from long-read data ranged from 34.4% (*n* = 670) to 43.2% (*n* = 935) (Fig. 3c). Similarly, the distribution of the AS genes was consistent with that of AS events of the seven types at each stage (Fig. 3b, c) and in the merged condition (Supplementary Fig. 7c, d). In addition, we clustered all samples according to the percent spliced in index (PSI) (Supplementary Fig. 8a, b) and found that the clustering pattern obtained from splicing events was similar to the clustering heatmap generated on the basis of gene expression (Supplementary Fig. 8c, d), indicating that similar to stage-specific expression, stage-linked splicing is associated with embryonic development.

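Among genes with more than 1 transcript in a stage, the share with an AS event was lowest at blastocyst, with 557 of 1621 genes (34.4%, 95% interval 32.1 to 36.7%), and highest at 4-cell, with 710 of 1642 (43.2%, 40.9 to 45.6%). The 1-cell share was 37.1% (34.6 to 39.6%) and the 2-cell share 40.1% (37.7 to 42.5%), with overlapping intervals. In the merged annotation, 2875 of 3792 such genes (75.8%) had an event.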

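The expression side of this comparison was measured by the correlation of log2(TPM + 1) across transcripts, which are not independent replicates. The mean r between the 2 libraries of a stage was 0.864. No other pairing of the 14 libraries into 7 pairs gave a mean as high (exact permutation test over 135135 pairings, 1-sided, p = 7.4e-06, the smallest these can give). Between libraries of different stages the mean r was 0.484, though the highest single value was 0.874. The r between replicates was 0.964 at 4-cell, 0.947 at 8-cell and 0.922 at 1-cell, and lower in sperm (0.773) and at 2-cell (0.721). Clustering by PSI was not analysed here.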

**Fig. 3:**
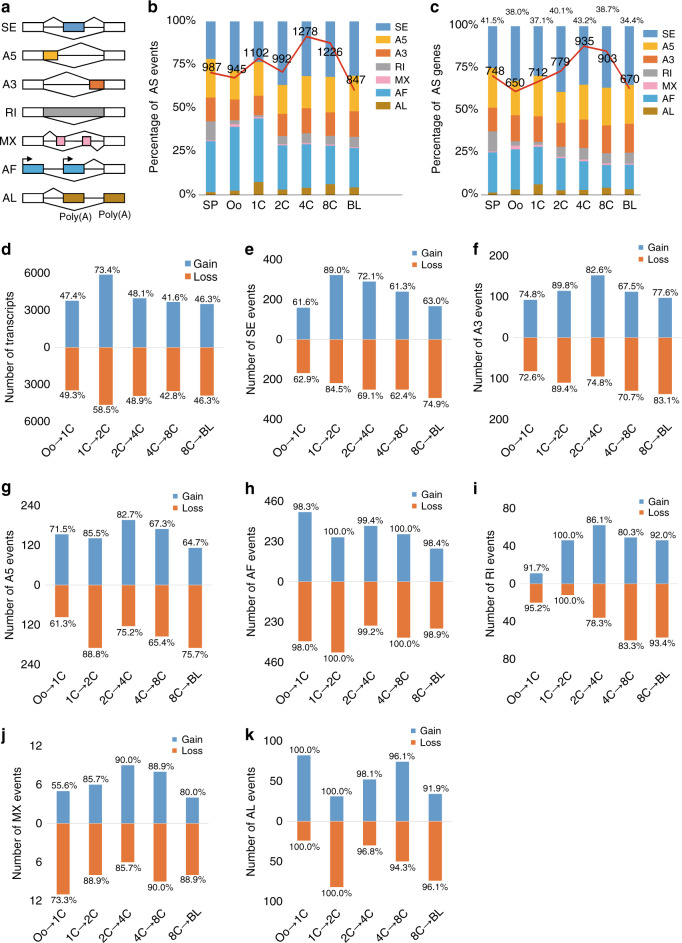
Identification of alternative splicing (AS) events and differential splicing events in seven stages of preimplantation mouse embryos. **a** Schematic diagram of the seven types of AS events. **b** Distributions of AS events in the seven stages. The percentages (bar) and total numbers (red line and indicated numbers) of AS events in the seven classes are presented in each stage. **c** Distribution of AS genes in the seven stages. The percentages (bar) and total numbers (red line and indicated numbers) of AS genes in the seven classes are presented in each stage. The percentages at the top of the bars represent the proportions of total AS genes among total genes with multiple isoforms in each stage. **d** Numbers of long-read transcripts gained or lost in consecutive stages. The percentages at the top of the bars represent the proportions of gained transcripts among the total transcripts of the later stage, and the percentages at the bottom of the bars represent the proportions of lost transcripts among the total transcripts of the previous stage. **e**–**k** Numbers of AS events of seven types, which were gained or lost in consecutive stages. The percentages in the top of bars represent the proportion of gained events relative to the total AS events in the latter stage, and the percentages in the bottom of bars represent the proportion of lost events relative to the total AS events in the previous stage. **e** for SE, **f** for A3, **g** for A5, **h** for AF, **i** for RI, **j** for MX and **k** for AL.

Next, we analyzed the dynamic changes of transcripts in consecutive stages during embryonic development. By comparing the transcriptome in a specific stage with its previous stage, we identified gained transcripts that were absent in a previous stage while present in a current stage, as well as lost transcripts that were present in a previous stage while absent in a current stage. The percentages of gained and lost transcripts were balanced in the majority of consecutive stages; however, 73.4% of gained transcripts and 58.4% of lost transcripts were identified at the 1-cell to 2-cell transition, which is the key stage for zygote genome activation (ZGA) (Fig. 3d). Accordingly, we postulated that the large changes in transcripts might result from global changes in AS events during embryonic development. 

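Transcripts of adjacent stages were matched by their intron chains, the same or contained, and single-exon transcripts by containment or 80% reciprocal overlap. From oocyte to 1-cell, 48.5% of the 1-cell transcripts were gained and 51.8% of the oocyte transcripts were lost. From 1-cell to 2-cell, 6071 of 8019 transcripts (75.7%, 95% interval 74.8 to 76.6%) were gained and 4680 of 7943 (58.9%, 57.8 to 60.0%) were lost. The later steps gave 49.0% gained and 50.1% lost from 2-cell to 4-cell, 42.4 and 44.0% from 4-cell to 8-cell, and 42.4 and 45.5% from 8-cell to blastocyst. When only identical intron chains counted as matches, the oocyte to 1-cell step gave 61.3% gained, and the 1-cell to 2-cell step 77.8% gained and 76.3% lost. The share gained from 1-cell to 2-cell moved most when single-exon transcripts were matched by any overlap, to 72.6%. Of the transcripts gained at 2-cell, 16.9% (16.0 to 17.9%) contained a shorter 1-cell transcript, against 8.28 to 10.0% in the other steps. From the large gain and loss at the 1-cell to 2-cell transition, the paper proposes that the changes in transcripts might result from global changes in AS events.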

Consistent with our hypothesis, we also found great changes in AS events of the seven types during embryonic development (Fig. 3e–k).

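An AS event was counted as gained or lost by its exact coordinates. Over all types, 81.6% of the 1-cell events were gained from oocyte and 78.5% of the oocyte events were lost. From 1-cell to 2-cell, 915 of 993 events (92.1%) were gained and 1024 of 1102 (92.9%) were lost. The following steps gave 84.4% gained and 80.0% lost, then 75.2 and 76.2%, and 76.7 and 83.9% for 8-cell to blastocyst. SE events were gained at 89.0% from 1-cell to 2-cell and at 61.4 to 72.1% in the other 4 steps. Of the AF events at least 98.3% were gained in every step. An AF event is defined by the ends of the transcripts as well as by junctions.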

To explore the potential factors involved in splicing changes, we analyzed the expression of 297 splicing factors^35^ in embryonic development. Interestingly, these splicing factors showed stage-specific, but rare, consecutive expression patterns (Fig. 4a; Supplementary Data 8), which was in accordance with the dynamic and stage-specific AS events. For instance, the expression of several splicing factors, such as *Pqdb1*, *Ddx20*, *Sf1*, and *Zqr1*, was remarkably upregulated during 1-cell to 2-cell transition (Fig. 4a), indicating that these splicing factors -linked splicing events might be involved in ZGA process. Moreover, the expression levels of some essential splicing factors, including *Raly* (negative), *Phf5a* (positive), and *Snrpd3* (positive), were negatively or positively correlated with the number of AS events (Fig. 4b–d).

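Of the 297 splicing factors in Supplementary Data 8, 257 had a transcript in the merged annotation, and their TPM was summed by gene. From 1-cell to 2-cell, 65 were called higher and 6 lower by limma at an adjusted p under 0.05, and 64 and 6 when adjusted over the list alone. All genes tested moved by a median of 0.83 on the log2 scale. After quantile normalization, which removes this shift, the split was 40 higher and 24 lower, and with the spread weighted by stage, an alternative chosen after seeing the data, 37 were called higher. Pqbp1 and Zpr1 are the symbols in Supplementary Data 8 and Fig. 4a for the genes the text writes as Pqdb1 and Zqr1. Ddx20 was at 2.98 and 7.44 TPM in the 1-cell libraries and at 409 and 36.4 in the 2-cell libraries, a log2 change of 4.42 (standard error 0.96, adjusted p = 0.00474, range over the alternatives 0.0034 to 0.108). Zpr1 was at 5.33 and 8.99 TPM at 1-cell and at 584 and 50.6 at 2-cell, a change of 4.45 (standard error 1.01, adjusted p = 0.00601, range 0.00454 to 0.103). Pqbp1 rose from 14.1 and 1.83 TPM to 41.3 and 133, by 3.53 (standard error 0.87, adjusted p = 0.00901, range 0.00737 to 0.133). Sf1 rose from 11.4 and 9.35 TPM to 436 and 35.2, by 3.47 (standard error 1.02, adjusted p = 0.0221, range 0.0179 to 0.153). All 4 genes were higher in both 2-cell libraries than in both 1-cell libraries, but the 2-cell replicates lay far apart. Without 2-cell replicate 1, the change was 2.69 for Ddx20, 2.70 for Zpr1 and 1.68 for Sf1, and without replicate 2 it was 5.27 for Sf1. For Pqbp1 the change was 2.32 without 1-cell replicate 2. After quantile normalization Ddx20 (adjusted p = 0.0562) and Sf1 (0.147) were no longer called. With the spread weighted by stage Pqbp1 (0.0721) and Sf1 (0.0778) were not, and with no filter on low values Sf1 (0.051) was not.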

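The number of AS events of the 6 stages from oocyte to blastocyst was set against the mean gene TPM of each stage, with exact permutation tests over all 720 orders, 2-sided. For Raly, Pearson's r was -0.906 (exact permutation p = 0.00972) and Spearman's rho was -0.943 (exact permutation p = 0.0167). Without blastocyst and oocyte, the stages farthest from the median TPM, r was -0.842. For Phf5a, r was 0.910 (exact permutation p = 0.0194) and rho was 0.771 (exact permutation p = 0.103), with r at 0.719 without 8-cell and 4-cell. For Snrpd3, r was 0.875 (exact permutation p = 0.0333) and rho was 0.714 (exact permutation p = 0.136). Without 8-cell and 4-cell, the stages with its highest TPM and the most AS events, its r was 0.354. The size of r thus depended on those stages, and the stages left are too few to decide on the relation. On the scale of log2(TPM + 1), r for Snrpd3 was 0.794 (exact permutation p = 0.0667). These relations belong to a family of 257 splicing factors, of which 10 had an exact permutation p under 0.05. The smallest of these p after Benjamini-Hochberg adjustment was 0.704. With 720 orders the exact p has a floor, so over 257 factors this adjustment could hardly give a low value. The adjusted value therefore decides nothing on its own. The replicates of a stage often lay apart, as for Raly at blastocyst, with 37.3 and 272 TPM. With 1 replicate number, as the titles give it, left out at a time, r was -0.706 without replicate 1 and -0.575 without replicate 2 for Raly, 0.908 and 0.648 for Phf5a, and 0.877 and 0.727 for Snrpd3.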

**Fig. 4:**
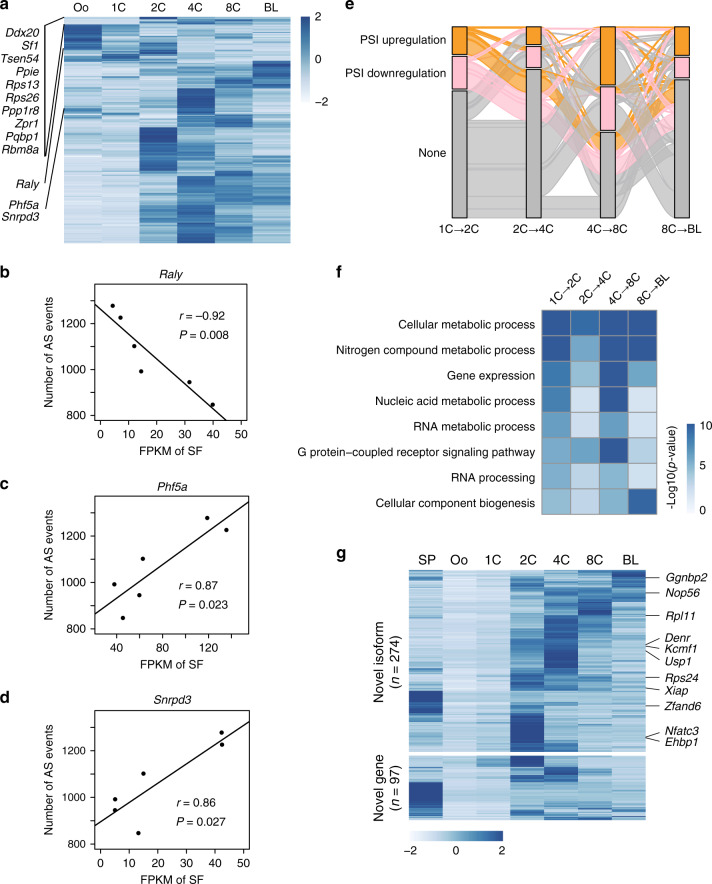
AS dynamics during preimplantation embryo development. **a** Heatmap showing the expression of splicing factors in six stages. Heatmap shows *Z*-scores of FPKM by row. The representative splicing factors that were activated during 1-cell to 2-cell transition were also presented. **b**–**d** Pearson correlation between expression of *Raly* (**b**), *Phf5a* (**c**), and *Snrpd3* (**d**) and number of AS events in six stages (from oocyte to blastocyst). **e** The global dynamics of differential splicing events during early embryo development. Each column represents the tracking trace for differential AS events between adjacent stages. Each bar represents the class of differential splicing events. Up: PSI upregulated; down: PSI downregulated; none: AS events showing no difference. **f** The GO enrichment analysis of biological processes for differential splicing events in adjacent stages. **g** Heatmap showing the expression of novel transcripts (including novel isoforms and novel genes) that was upregulated during the 1-cell to 2-cell transition. The heatmap shows the *Z*-score of TPM by row.

To trace the dynamic changes of AS across preimplantation development, we first identified the differential alternative splicing (DAS) events of seven types using SUPPA2^34^ in consecutive stages from the oocyte to the blastocyst (Supplementary Fig. 9a–g; Supplementary Data 9). 

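The PSI of each AS event was rebuilt from the TPM of the merged transcripts as the inclusion TPM over the sum of inclusion and other TPM. The events with a summed TPM of at least 1 in each of the 4 libraries of a step were tested with limma on the log2 ratio of inclusion to other TPM. At an adjusted p under 0.05 and a difference of PSI over 0.1, 9 of 4201 events were called from 1-cell to 2-cell, 3 with a higher and 6 with a lower PSI, and 154 of 4535 from 4-cell to 8-cell, 83 higher and 71 lower. The other 3 steps gave 0 calls, with 103 events (oocyte to 1-cell), 429 (2-cell to 4-cell) and 318 (8-cell to blastocyst) at an unadjusted p under 0.05 and the same difference of PSI. From 1-cell to 2-cell that number was 614. In data simulated for this step, 0 of 200 events changed by 4 on the log2 scale were recovered. With all 12 libraries in a single fit, 500 events were called from 1-cell to 2-cell, and with a pseudocount of 0.1 there were 0, with 626 at an unadjusted p under 0.05. The same changes gave 8 events and 0 events (564 at an unadjusted p under 0.05) from 4-cell to 8-cell. Among the 9 called events, the 3 with the largest differences of PSI were as follows. An alternative first exon of Gm11238 on chromosome 4 (73605532 to 73608698) had a PSI of 0.911 and 1 in the 1-cell libraries and 0 and 0.0458 in the 2-cell libraries. An alternative 3' splice site of Sod2 on chromosome 17 (13006961 to 13007444) had a PSI of 0 in both 1-cell libraries and of 0.944 and 0.859 in the 2-cell libraries. An alternative first exon of Tsc22d1 on chromosome 14 (76488425 to 76505249) had a PSI of 0.962 and 0.976 at 1-cell and 0.112 and 0.0389 at 2-cell. The adjusted p was 0.0492 for all 3, and over the alternatives it ranged from 0.00105 to 0.129 for Gm11238, from 0.000948 to 0.129 for Sod2 and from 0.000363 to 0.129 for Tsc22d1. Supplementary Data 9 of the paper lists 102, 324, 209, 546 and 264 events for the 5 steps from oocyte to blastocyst.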

Among the identified significant differential alternative splicing events, there were 391 SE events, 224 A5 events, 129 A3 events, 38 RI events, 9 MX events, 580 AF events, and 74 AL events. Next, the significant differential alternative splicing events were traced in consecutive stages from the 1-cell stage to the blastocyst. The river plot showed major global changes in significant differential alternative splicing events (PSI upregulation: ΔPSI > 0, *P* < 0.05, which means the fraction of the alternative exon upregulated; PSI downregulation: ΔPSI < 0, *P* < 0.05, which means the fraction of the alternative exon downregulated) during embryonic development (Fig. 4e; Supplementary Data 9, Supplementary Table 1). Intriguingly, rare significant differential alternative splicing events were retained from the 1-cell to blastocyst transitions, regardless of the dynamics from significant to non-significant differential alternative splicing events or vice versa, or between significant upregulated and downregulated differential alternative splicing events (Fig. 4e). 

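For the events listed in Supplementary Data 9, which the paper selected on these libraries, the rebuilt PSI had a median absolute difference of 0.406 from oocyte to 1-cell, 0.491 from 1-cell to 2-cell, 0.373 from 2-cell to 4-cell, 0.230 from 4-cell to 8-cell and 0.270 from 8-cell to blastocyst. The lists hold 1065 distinct events. Of these, 761 (71.5%) were listed for 1 step, 241 for 2, 50 for 3 and 13 (1.22%) for 4.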

Further GO enrichment analysis of the genes associated with these significant differential alternative splicing events across developmental stages demonstrated that these events had important roles in cellular metabolic process, RNA metabolic process, and RNA processing (Fig. 4f; Supplementary Table 2). 

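The rule in the methods, a mean TPM of at most 1 in oocyte, over 1 in 1-cell and 2-cell, and a 2-cell mean over 2 times the 1-cell mean, was met by 1120 merged transcripts, namely 665 annotated transcripts, 258 new isoforms, 101 new genes and 96 others. It involves no test. With an added adjusted p under 0.05 from limma, 118 new isoforms and 27 new genes were left. The rule rests on single libraries for the new genes: 234 met it without oocyte replicate 1 and 52 without 2-cell replicate 2. Of the 258 new isoforms, 80 had their highest mean at 2-cell, 155 had a higher mean at a later stage, and 66 had a 4-cell mean more than 2 times lower than the 2-cell mean. Of the 101 new genes these were 33, 56 and 26. The isoform of Xiap TCONS_00021906 was at 2.07 and 2.11 TPM in the 1-cell libraries and 28.2 and 29.1 in the 2-cell libraries, a log2 change of 3.26 (standard error 0.64, adjusted p = 0.00338, range over the alternatives 0.0025 to 0.12). The isoform of Ggnbp2 TCONS_00003788 was at 1.81 and 0.813 TPM at 1-cell and 5.15 and 19.7 at 2-cell (log2 change 2.32, standard error 0.87, adjusted p = 0.0645, range 0.0553 to 0.343). The isoform of Ehbp1 TCONS_00003384 was at 0.864 and 4.07 TPM at 1-cell and 1.46 and 21.9 at 2-cell, so the groups overlapped (log2 change 1.29, standard error 0.88, adjusted p = 0.296, range 0.293 to 0.897), and without 2-cell replicate 2 its change was -0.32. For the isoform of Ggnbp2 the change was 1.45 without 2-cell replicate 2.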

To identify the potential novel transcripts involved in the ZGA process, the novel genes (*n* = 97) or isoforms (*n* = 274, such as *Ggnbp2*, *Rps23*, *Xiap*, *Ehbp1*) that were upregulated during the 1-cell to 2-cell transition were clustered, showing transient or constitutive activation beyond 2-cell stage (Fig. 4g; Supplementary Data 10). Taken together, these data demonstrate the potential relationship between stage-specific splicing factors and the dynamic changes of alternative splicing events during the preimplantation embryo development.

### Identification of novel transcripts in early embryogenesis

Among the genes that were upregulated during the 1-cell to 2-cell transition, which were potentially involved in early embryogenesis, we found a novel isoform of *Kdm4dl* and a novel gene designated *XLOC_004958* among the list of the significantly upregulated novel transcripts (Supplementary Data 11). 

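From 1-cell to 2-cell, 5664 of the 20250 tested transcripts had an adjusted p under 0.05 in limma, 4630 higher and 1034 lower. After quantile normalization the split was 2620 higher and 3041 lower. The median standard error of a change was 0.79. The fit assumes 1 spread for all stages, whereas the 2-cell replicates differed more than the others. In data simulated with the spread of each stage and no change, 16.1% of the transcripts reached an unadjusted p under 0.05 and 47 were called. With 200 transcripts changed by 4 on the log2 scale, 427 were called, of which 131 were changed ones and 296 were false calls. With the spread weighted by stage, chosen after seeing the data, 2270 transcripts were called, 2040 higher and 230 lower. The isoform listed in Supplementary Data 11 for Kdm4dl, TCONS_00021180, was at 0.450 and 0 TPM in the 1-cell libraries and at 3.56 and 37.2 in the 2-cell libraries, with means of 9.46 at 4-cell, 2.24 at 8-cell and 0.599 at blastocyst. Its log2 change was 3.45 (standard error 0.82, adjusted p = 0.00894, range over the alternatives 0.00584 to 0.165), and 1.92 without 2-cell replicate 2. XLOC_004958 has 2 transcripts. TCONS_00006924 was at 0.490 and 0.278 TPM at 1-cell and 19.9 and 31.9 at 2-cell, a change of 4.25 (standard error 0.77, adjusted p = 0.00208, range 0.00146 to 0.113), with a mean of 2.23 at blastocyst. TCONS_00006925 was at 10.9 and 14.1 TPM at 1-cell and 271 and 135 at 2-cell, a change of 3.84 (standard error 0.66, adjusted p = 0.0016, range 0.00128 to 0.113). Its mean was 527 in sperm, 11.1 in oocyte and 10.0 at blastocyst. The highest adjusted p in these ranges came from the fit on the 4 libraries, which called 0 transcripts, with 5401 at an unadjusted p under 0.05.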

We first PCR-amplified fragments within two neighboring exons using primers spanning two contiguous exons according to our long-read sequencing annotation of *Kdm4dl* and *XLOC_004958* (two splicing isoforms). As shown in Fig. 5a, the exon junctions of both genes were successfully validated by Sanger sequencing. Intriguingly, both genes began to express from the 2-cell stage and were downregulated at the blastocyst stage (Fig. 5a, b). *XLOC_004958* was predicted to be a novel non-coding gene from chromosome 15 (59100339–59103973); *Kdm4dl* was previously considered a pseudogene, and we redefined the reading frame of this gene as a novel isoform here (Fig. 5c). 

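In the merged annotation, both transcripts of XLOC_004958 lie on the plus strand of chromosome 15 of mm10 from 59100339 to 59103973, overlap no GENCODE vM21 gene, and share the exons from 59100339 to 59100453 and from 59102057 to 59102240. The last exon starts at 59103358 in TCONS_00006924 (915 bases spliced) and at 59103694 in TCONS_00006925 (579 bases). In vM21, Kdm4dl is an unprocessed pseudogene on the minus strand of chromosome 9 from 14450836 to 14452022. TCONS_00021180 covers it with the second of its 2 exons, from 14449858 to 14452236, and begins with an exon of 83 bases from 14455423 to 14455505. Its spliced length is 2462 bases. It overlaps the pseudogene on the same strand without a shared intron.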

According to our annotation, the protein sequence of *Kdm4dl* was highly similar (74.7%) to that of human *KDM4E*, a key histone demethylase (Fig. 5c). To test our hypothesis that *Kdm4dl* and *XLOC_004958* might be involved in preimplantation embryo development, we constructed a pair of single-guide RNAs (sgRNA) targeting *Kdm4dl* and *XLOC_004958*, respectively (Fig. 5d). Next, a pair of transcribed sgRNAs and *Streptococcus pyogenes* Cas9 (SpCas9) mRNAs were co-injected into zygotes, followed by in vitro development. Compared with the non-target control group, the efficient knockout of *Kdm4dl* or *XLOC_004958* by using the CRISPR/Cas9 system resulted in delayed or abnormal embryo development (Fig. 5e–f), and the proportion of abnormal blastocysts at E4.5 was significantly increased upon *Kdm4dl* or *XLOC_004958* depletion (Fig. 5g). Taken together, we identified two novel transcripts that were functionally involved in preimplantation embryogenesis.

**Fig. 5:**
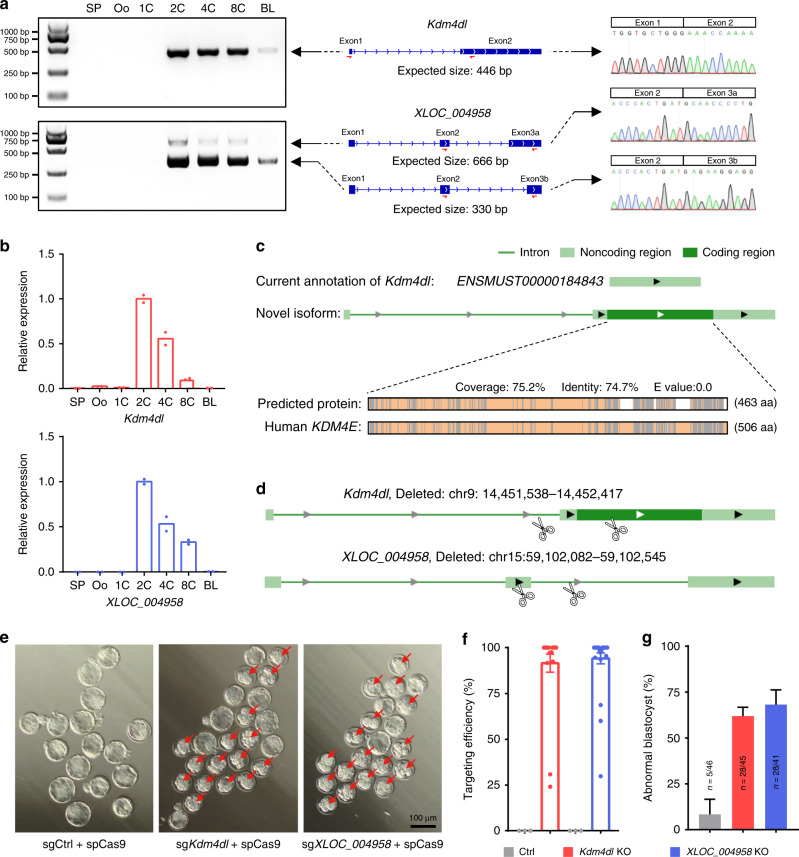
Two novel transcripts functionally involved in early embryogenesis. **a** RT-PCR validation of *Kdm4dl* and *XLOC_004958* during embryogenesis. The isoform structures of *Kdm4dl* and *XLOC_004958* are shown in the middle; red arrows indicate the loci of the PCR primers, and the sizes of RT-PCR products are displayed. Sanger sequencing chromatograms of the RT-PCR products confirmed the splice junctions in the right panel. Representative data of two independent experiments is shown. **b** The relative expression of *Kdm4dl* and *XLOC_004958* was measured by qPCR analysis. *n* = 2 biologically independent experiments. **c** Structural schematic showing the comparison of the previously annotated coding frame of *Kdm4dl* and the newly defined coding frame of *Kdm4dl* according to long-read data. In the lower panel, the newly defined protein sequence of *Kdm4dl* was compared with human *KDM4E*. Gray lines represent mismatched amino acids, white lines represent gaps, and light-yellow lines represent overlapping amino acids. **d** Diagram illustrating the CRISPR-mediated knockout of *Kdm4dl* and *XLOC_004958*; the scissors indicate the loci of the guide RNAs (sgRNA sequences are provided in Supplementary Table 3). **e** Morphological imaging of *Kdm4dl* and *XLOC_004958* knockout embryos. The red arrows indicate abnormal blastocysts. The sgRNA-targeting GFP was defined as sgCtrl. Representative data of two independent experiments is shown. **f** The targeting efficiency of *Kdm4dl* and *XLOC_004958* knockout embryos was calculated from Sanger sequencing results by TIDE (https://tide.deskgen.com/) and shown as the mean ± S.E.M. *n* = 3 embryos for Ctrl, *n* = 20 embryos for *Kdm4dl*, and *n* = 28 embryos for *XLOC_004958*. **g** The proportions of abnormal blastocysts following *Kdm4dl* and *XLOC_004958* knockout in E4.5 embryos were calculated. *n* = 2 biologically independent experiments.

## Discussion

Long-read sequencing technology has been widely used for annotating novel transcripts and splicing events in modeling organisms and cancer tissues with numerous cell numbers^16–19^. In the present study, we developed a computational pipeline that integrates single-cell RNA-seq-based SMART-seq2^36^ and cDNA-based PacBio long-read sequencing, making great process in the resolution and accuracy of transcriptome annotation during mouse preimplantation embryo development. We aimed to elucidating potential novel transcripts and strain-specific splicing isoforms as well as events involved in early embryogenesis. In summary, we identified thousands of novel presumptive protein-coding transcripts and thousands of novel isoforms of GENECODE-annotated genes (Fig. 1). Although long-read sequencing has been used to profile the ZGA of zebrafish embryo^37^, our findings greatly expanded the transcriptome annotation for the mammalian community, with a more diverse transcriptional and regulatory repertoire.

We identified 2280 potential transcripts from previously unannotated loci and 6289 potentially novel isoforms from annotated gene loci. In addition to validation by using short-read sequencing data, Sanger sequencing, and functional domain conservation analysis, we also verified the newly identified transcripts according to the significant enrichment of active H3K4me3 modifications, which are associated with transcription initiation^38^, around TSS regions (Fig. 2). With this strategy, we stringently identified 1200 high-confidence novel isoforms with new TSSs and 1007 high-confidence novel genes (Fig. 2d). Even though, there are some limitations remained because of the lack of perfect methods for definitely validating these potential novel genes, and the functional and biological significance of these novel transcripts (except the previously undescribed isoform of *Kdm4dl* and the novel gene *XLOC_004958* addressed in the present study) needs further exploration in our future study. Taking advantage of long-read sequencing, we also profiled the full RNA splicing landscape of the preimplantation embryo and recovered thousands of novel alterative splicing junctions, with mainly of SE, A5, and AF splicing types (Fig. 3), supported by perfect canonical GT/AG splicing motifs (Supplementary Fig. 7a). By integrating newly identified transcripts with short-read sequencing data, we generated an augmented transcriptome with more complete and precise contents for preimplantation embryo (Supplementary Fig. 6f–g; Supplementary Data 12). Importantly, we observed a high percentage (over 40%) of transcripts with a gain or loss of alternative splicing between the two consecutive stage transitions (Fig. 3d), which showed highly dynamic and discontinuous characteristics across these stage transitions, highlighting the important roles of alternative splicing factors, genes, and events (Fig. 3). We also proposed a series of previously undescribed alternative splicing isoforms or genes inferred from the long-read data that were specifically activated during ZGA (Fig. 4g), thus expanding the candidate factors involved in ZGA progression. We also validated two novel transcripts: an undefined isoform of *Kdm4dl* and the gene *XLOC_004958*, which are functionally involved in early embryogenesis (Fig. 5). However, the mechanisms underlying their functions, possibly involving histone demethylation or potential targets of the non-coding gene *XLOC_004958*, require further investigation in the future.

However, the low-cell number-based long-read sequencing strategy has limitations for the profiling of short and non-poly(A) transcripts^39^, and many unusual transcripts, such as repeats and translocations, were excluded during the analysis, therefore, optimized sequencing technology and analysis methods are desired for the constructing of a more complete transcriptome. In addition, we subjected enough cDNAs to long-read sequencing to avoid size selection and bias generation, whereas newer Iso-Seq technology may help to produce higher-quality data with a reduced DNA input.

In summary, we applied our analysis pipeline using both long- and short-read sequencing on hybrid crosses to identify thousands of high-confidence potential novel genes and isoforms in preimplantation embryos, providing a valuable resource for clarifying the molecular basis of early embryogenesis. Thus, our findings expand the transcriptome and splicing annotation available for the mammalian community and could help to explore the mechanisms underlying abnormal gamete development.

## Methods

### Mouse sperm, oocytes, and embryo collection

All experiments involving mice were approved by the Animal Care and Use Committee of the Institute of Neuroscience, Chinese Academy of Sciences, Shanghai, China. Mice were maintained in an Assessment and Accreditation of Laboratory Animal Care credited specific pathogen-free facility under a 12 h light, 12 h dark cycle. Ambient temperature is 20 °C, relative humidity is 50%. Sperm were collected from the epididymis of DBA/2 males. MII oocytes were derived from 3- to 5-week-old C57BL/6J females induced to superovulate via the injection of 7.5 IU pregnant mare serum gonadotropin (PMSG, San Sheng), followed by the injection of 7.5 IU human chorionic gonadotropin (hCG, San Sheng) 48 h later. Embryos were collected from the oviduct of the superovulated females after mating them with DBA/2 males. The oocytes and embryos were isolated in M2 medium (Sigma) at 20 h post hCG injection. Other embryos were cultured in KSOM media (Merck Millipore) at 37 °C with 5% CO_2_ and collected at the following time points: zygotes (24–26 h post hCG), two-cell stage (46–48 h post hCG), four-cell stage (54–58 h post hCG), eight-cell stage (68–70 h post hCG), and blastocyst stage (94–96 h post hCG).

### In vitro transcription

The SpCas9 expression vector was linearized with the *Bbs*I enzyme (NEB) and transcribed in vitro using a T7 Ultra Kit (Ambion) according to the manufacturer’s protocols. mRNA was purified by using a Mini Kit (Qiagen). sgRNA oligos were annealed to pUC57-sgRNA expression vectors with the T7 promoter. Then, sgRNAs were amplified and transcribed in vitro by using the MEGAshortscript Kit (Ambion). The sgRNAs were purified with the MEGAclear Kit (Ambion) according to the manufacturer’s protocols.

### Microinjection of mouse zygotes

Female mice at 4 weeks of age were superovulated and mated with male mice. Fertilized one-cell embryos were collected from the oviducts. For microinjection, mRNA mixtures containing two sgRNAs (50 ng/µl) and Spcas9 (100 ng/µl) were injected into the cytoplasm of zygotes in a droplet of M2 medium containing 5 µg/ml cytochalasin B (CB) using a piezo (Primetech) microinjector. The injected zygotes were cultured in KSOM media at 37 °C under 5% CO_2_ in air until E3.5 for genotyping.

### Embryo lysis and genotyping

Each individual embryo was transferred to one well of an eight-well PCR strip and lysed using the Mouse Direct PCR Kit (Bimake) according to the manufacturer’s protocols. The target region was PCR amplified with Phanta® Max Super-Fidelity DNA Polymerase (Vazyme).

### cDNA preparation

Embryos were lysed in 50 μl of guanidine isothiocyanate solution (Invitrogen, 15577-018) at 42 °C for 15 min. Nuclease-free water was added to 200 μl, and 3 volumes of absolute ethanol, a 1/10 volume of 3 M acetate sodium (Invitrogen, AM9740) and 2 μl of glycogen (Roche, 10901393001) were added, followed by uniform mixing. After storage at −80 °C for 2 h, the total RNA was pelleted by centrifugation at 12,000×*g* for 40 min. The total RNA pellets were dissolved in lysis solution and used as a template for the first step of cDNA synthesis, and cDNA was amplified via the Smart-seq2 protocol^22,36^.

### PacBio SMRT library construction and sequencing

Two micrograms of each amplified cDNA was transformed into SMRTbell templates using the PacBio SMRTbell Express Template Prep Kit. The libraries were sequenced using the PacBio Sequel System at the Berry Genomics Company (Beijing, China).

### RNA-seq library preparation and sequencing

The sequencing libraries were constructed using the TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme Biotech, TD502-01) according to the manufacturer’s instructions. All libraries were sequenced on the Illumina NovaSeq 6000 platform in 150-bp paired-end mode at the Berry Genomics Company (Beijing, China).

### RNA-seq data pre-processing and quality control

The quality control of illumina RNA-seq data was done by FastQC (v0.11.8). The RNA-seq data were trimmed by TrimGalore (v0.6.1) with default parameters for pair-end data. The trimmed RNA-seq data were aligned to the mm10 reference using STAR (v2.5.0a)^40^ with parameters *--twopassMode Basic --outSAMtype BAM Unsorted --outSAMstrandField intronMotif*.

The short-read transcripts were assembled using Cufflinks (v2.2.1)^41^ with default parameters in each stage, only transcripts with FPKM > 1 were retained.

### Long-read sequencing data pre-processing

PacBio Iso-seq3 pipeline was used for generating full-length (FL) transcripts with default parameters. First, we generated circular consensus sequences (CCS) from subread sequences, and clipped their 5′ and 3′ primers and polyA tails. Then, we clustered CCS reads and generated unpolished transcripts. Third, we polished transcripts using subreads, and only retained the high-quality transcript sequences for subsequent analysis.

The high-quality transcript sequences were mapped to mouse genome assembly mm10 by GMAP (version 2019-03-04)^42^ with parameters *–n 0 –z sense_force*. Then the cDNA_Cupcake package (https://github.com/Magdoll/cDNA_Cupcake, v6.6) was used for collapsing redundant isoforms, filtering collapse results by minimum FL count support, and filtering away 5′ degraded isoforms with default parameters.

### Annotation of long-read transcripts

We used the Cuffmerge (v2.2.1)^41^ to merge all the long-read transcripts identified from sperm to blastocyst. Long-read transcripts were annotated by comparing with mouse GENCODE annotation (vM20) using Cuffcompare (v2.2.1)^41^, and classified the long-read transcripts into five classes according to their most closely matching GENCODE transcript. The Cuffcompare class codes used in the categorization of the long-read transcripts were defined as follows: “=” for “Exact match to annotation”, “c” for “Sequential subset of exons contained within annotation”, the set of “e” and “j” for “Potentially novel isoform”, “u” for “Potentially novel gene” and the other codes for “Other”.

The set of “=” and “c” was defined as “annotated transcripts”, and the set of “e”, “j”, and “u” was considered as “novel transcripts”. For annotated transcripts, we divided them into “protein coding”, “long non-coding RNA (lncRNA)” and “else” according to GENCODE annotation. For novel transcripts, we estimated their protein-coding potential using CPAT (v2.2.0) with the default cutoff (cutoff = 0.44) for mouse^23^. The novel transcripts with high protein-coding potential (cutoff >0.44) were defined as “protein coding”. The novel transcripts with low protein-coding potential (cutoff ≤ 0.44) and transcript length >200-bp were defined as “lncRNA”. The others were defined as “else”.

To analyze the transcript dynamics during preimplantation development, we used Cuffcompare to compare long-read transcripts from adjacent stages. We defined transcripts with class code “=” or “c” in adjacent stages as “shared” transcripts, the transcripts with other class codes and in the preceding stage were defined as “Loss” transcripts, and the transcripts with other class codes and in the latter stage were defined as “Gain” transcripts.

### Quantification of long-read transcripts

We estimated the expression of long-read transcripts and genes with TPM (Transcripts Per Million) and FPKM (fragments per kilobase million), respectively. Salmon (v0.10.0)^43^ was used to calculate TPM with parameter *–l A* for RNA-seq pair-end data. StringTie (v1.3.3b)^44^ was used to calculate FPKM with default parameter for RNA-seq pair-end data.

The transcript or gene that did not express in oocyte (TPM ≤ 1 or FPKM ≤ 1), but expressed in 1-cell and 2-cell, and the expression of 2-cell was more than twice of 1-cell, was defined as ZGA transcript/gene.

### Analysis of potential novel transcripts

We defined the “protein coding” transcripts from novel transcripts as novel coding transcripts. The “lncRNA” and “else” from novel transcripts were considered as novel non-coding transcripts. For novel coding transcripts, we used TRANSDECODER (v5.5.0)^45^ to extract ORFs from these transcripts, and limited the length of ORF to be at least 300-bp, 4605 transcripts were identified to have at least one ORF. The obtained ORFs were mapped to UniProt (release 2019_08)^25^ and PFAM-A (v31.0)^28^ using BLASTP (v2.9.0)^26^, and hmmer (v3.2.1)^27^, respectively. The resulted Pfam domains were further filtered with the procedure described in a recent study^37^. In addition, we performed GO enrichment analysis in biological processes using STRING (v11.0)^46^ for the set of known homology proteins corresponding to the novel coding transcripts. The homology proteins were defined as known proteins corresponding to the ORFs of novel coding transcripts with ident=100 in Uniprot. For novel non-coding transcripts, we calculated phyloP^29^ and phastCons^30^ scores using bigWigAverageOverBed (v2) (from UCSC) with phyloP and phastCons data of 60 vertebrate species from UCSC, respectively. We also measured the conservation of random control regions using a length-matched set of inter-genic sequences. We compared the difference of median in average conservative scores between novel non-coding transcripts and sequences of random control regions with two-tailed Wilcoxon rank sum test. Similar to the procedure described previously^37^, we measured the fraction of significantly conserved bases (phyloP, score > 0.972) and the maximally conserved 200-nt sliding window (phastCons), the phyloP score was chosen as the 95th percentile of all scores in the randomly control regions. And for both base-wise conservation (phyloP) and contiguous window conservation (phastCons) analyses, cutoffs for significant transcripts were chosen as the 95th percentile of all scores of sequences in random control regions (0.2 for phyloP and 0.76 for phastCons).

### Comparison between long-read data and short-read data

To assess the effect of novel transcripts identified by long-read sequencing, we compared the saturation of novel transcripts identified by short-read sequencing or by combination of short-read and long-read sequencing. We first randomly selected short-read data from a stage, and identified novel transcripts using Cuffcompare with GENCODE annotation. Second, short-read transcripts from a single stage were merged to previously identified transcripts using Cuffmerge, and then annotated with GENCODE annotation using Cuffcompare to identify novel transcripts. The computation was complete when all of the short-read data from seven stages had been included in the analysis. The above procedure was repeated 100 times at random, the mean and 99% confidence interval of the number of novel transcripts were calculated at each point when new short-read data was introduced. The saturation analysis was also done for combination of short-read and long-read sequencing as the same. The only difference was that we first merged long-read transcripts and short-read transcripts at each stage.

To assess the quantification changes of transcriptome caused by novel transcripts identified by long-read sequencing, we used salmon to quantify the mapped reads of transcriptome using only GENCODE annotation or GENCODE annotation augmented with long-read transcripts as reference. For this two transcriptome references, we compared the number of mapped reads, and only the transcripts whose numbers were greatly changed (*δ* > 5) at least one stage were shown.

Average percentage of bases and motifs in exons were calculated in our custom python scripts. We used a perl script obtained from http://caballero.github.io/SeqComplex/ to calculate various characterization of sequence complexity, including Markov model features and sequence composition. The exons were overlapped with low complexity region obtained from RepeatMasker in UCSC Table browser to assess the complexity.

### Transcript validation

We categorized the transcriptional start sites (TSSs) into three groups based on transcript classification. The ±300-bp around the TSS in GENCODE annotation was defined as the annotated TSS interval. TSSs of “Potentially novel gene” transcripts were defined as novel gene TSSs, TSSs of “Potentially novel isoform” transcript and overlap with the annotated TSS interval were defined as classic TSSs, the remaining TSSs were defined as novel TSSs. For comparing, we defined the TSS of “Exact match to annotation” transcript as annotated TSSs.

We obtained histone modification H3K4me3 data of 2-cell, 4-cell, and 8-cell from a previous study^5^, and defined ±4 kb around the TSS as the promoter region. We divided promoter regions into 161 bins by using 100-bp as the length of each bin and 50-bp as the length of step, and calculated the normalize H3K4me3 score of each bin using bigWigAverageOverbed. Peaks of H3K4me3 were called using MACS2 (v2.0.10.20131216)^47^ with the call peak function using parameters *-g mm –B –q 0.05 --nomodel --broad --shiftsize*=*73 –SPMR*. We merged all the H3K4me3 peaks of 2-cell, 4-cell, and 8-cell, TSS that overlap with peaks in its ±500-bp was consider as high-confidence TSS.

We obtained CAGE bigwig data of ESC from a previous study^32^, and extracted the interval where TPM was not 0 in any samples, TSS that overlap with these interval in its ±500 bp was considered verified by CAGE data. We compared the TSS of blastocyst with CAGE data.

### Comparison of transcripts in oocyte

We merged the transcripts identified from short-read data or long-read data of oocyte using Cuffmerge, specially, the transcripts without strand that identified from short-read data were filtered. And compared them with oocyte annotation in a previous study^24^. Our data identified fewer numbers of transcripts (15,271 transcripts vs. 82,939 transcripts and 10,190 genes vs. 39,099 genes) in oocytes. Transcripts with class code “=” and “c” annotated by Cuffcompare were treated as shared transcripts between two transcriptomes. 7251 out of 15,271 (47.4%) transcripts were identified by both the two data.

### Identification and characterization of AS DAS events

Seven types of alternative splicing (AS) events were identified using SUPPA2 (v2.2.1)^34^ in each stage, including skipping exons (SE), alternative 5′ or 3′ splice sites (A5/A3), retained introns (RI), mutually exclusive exons (MX), and alternative first or last exons (AF, AL). AS genes were defined as genes associated with AS events. To obtain “high-confidence” splicing junctions, we also identified splicing junctions in short-read data using STAR. Only splicing junctions in long-read transcripts that supported by at least ten short reads in at least one sample were considered as “high-confidence”.

The list of splicing factor genes presented in Fig. 4a–d was obtained from a previous study^35^. We calculated the difference of expression of SFs (Padj) between 1-cell and 2-cell using DEseq2(v1.20.0)^48^ with raw reads as input. We performed correlation analyses between the expression of splicing factors and the number of AS events via Pearson correlation.

In each stage, we applied SUPPA2 to calculate the PSI of each AS event using RNA-seq data with the default parameters, and merged long-read transcripts were used as a reference. We also applied SUPPA2 to identify differential alternative splicing events in consecutive stages from the oocyte to the blastocyst (excluding the sperm stage). The GO enrichment analysis of genes associated with differential splicing events was performed by using PANTHER (v14.1)^49^.

### PCR validation of alternative splicing

Alternatively spliced genes were PCR amplified using HotStart Taq DNA Polymerase (TaKaRa). The PCR-amplified fragments were separated by agarose gel electrophoresis. The primer sequences used are listed in Supplementary Table 4.

### Other bioinformatic analysis and statistical analysis

The statistical analysis was performed using a two-tailed Wilcoxon rank sum test and Fisher’s exact test. Wald significance tests were applied in DESeq2 differential analysis. All the software and data processing protocol used are listed in Supplementary Note 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The long-read and short-read raw sequencing data have been deposited at SRP database under the accession code: SRP225196. The processed data including transcriptome annotation and expression level matrix have been deposited at the GEO database under accession code: GSE138760. CAGE data are obtained from ‘GSM3188176’, ‘GSM3188177’, ‘GSM3317700’, ‘GSM3317701’. H3k4me3 data are obtained from ‘GSE73952’. Custom oocyte transcriptome annotation is obtained from ‘GSE70116’. The source data underlying Figs. 1b–f, 2a–d, 3b–k, 4a–g and 5b, f, g; and Supplementary Figs. 1–9 are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: High-resolution annotation of the mouse preimplantation embryo transcriptome using long-read sequencing
**Source:** Nat Commun. 2020 May 27;11:2653. doi: 10.1038/s41467-020-16444-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for**  
**High resolution annotation of preimplantation embryo transcriptome**  
**using long-read sequencing**

Qiao et al.

a

**Short-read sequencing quality control**

| Samples      | Total sequences | Read length<br>(pair-end) | Q30   | CG percent |
|--------------|-----------------|---------------------------|-------|------------|
| Sperm_1      | 31637904        | 150                       | 88.53 | 47.88      |
| Sperm_2      | 33692189        | 150                       | 91.48 | 49.70      |
| Oocyte_1     | 28534912        | 150                       | 88.23 | 46.74      |
| Oocyte_2     | 27147848        | 150                       | 89.81 | 48.60      |
| 1-cell_1     | 19105432        | 150                       | 86.34 | 48.68      |
| 1-cell_2     | 38851666        | 150                       | 90.52 | 47.79      |
| 2-cell_1     | 19637095        | 150                       | 88.56 | 49.09      |
| 2-cell_2     | 45527417        | 150                       | 87.88 | 45.92      |
| 4-cell_1     | 21542325        | 150                       | 88.54 | 46.44      |
| 4-cell_2     | 24746576        | 150                       | 88.80 | 46.82      |
| 8-cell_1     | 30758439        | 150                       | 91.94 | 49.97      |
| 8-cell_2     | 27344364        | 150                       | 88.67 | 47.57      |
| Blastocyst_1 | 24220851        | 150                       | 89.83 | 48.03      |
| Blastocyst_2 | 28223489        | 150                       | 90.24 | 51.84      |

b

**Long-read sequencing quality control**

| Samples         | Polymerase<br>reads | Polymerase<br>reads N50 | Subreads | Mean length<br>of subreads | CCS    | Insert Size |
|-----------------|---------------------|-------------------------|----------|----------------------------|--------|-------------|
| Sperm           | 420225              | 73273                   | 18811197 | 818                        | 364680 | 2150        |
| Oocyte          | 343546              | 83822                   | 14420594 | 773                        | 236135 | 5143        |
| 1-cell_seq1     | 93751               | 64847                   | 4229950  | 574                        | 62549  | 4382        |
| 1-cell_seq2     | 303121              | 41126                   | 7474332  | 636                        | 186173 | 3293        |
| 2-cell          | 234699              | 76126                   | 9030981  | 1062                       | 202994 | 2442        |
| 4-cell          | 247871              | 79612                   | 9733923  | 1159                       | 223950 | 2185        |
| 8-cell          | 319045              | 87637                   | 15443002 | 1016                       | 292558 | 1942        |
| Blastocyst_seq1 | 155615              | 76455                   | 7393076  | 732                        | 126881 | 2518        |
| Blastocyst_seq2 | 228246              | 74756                   | 9235454  | 872                        | 184441 | 2961        |

c

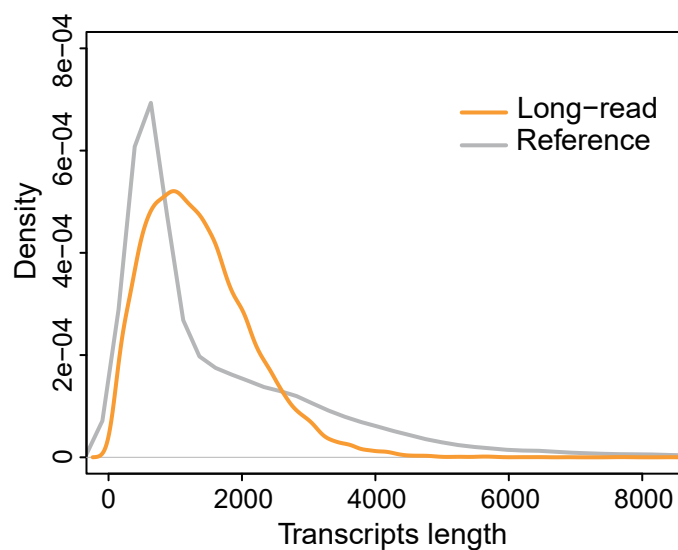

**Supplementary Figure 1. Quality control of sequencing data in this study.**

**(a)** Quality control for short-read sequencing data. Each sample contains two replicates (“\_1” and “\_2”). **(b)** Quality control for long-read sequencing data. For 1-cell and blastocyst, sequencing replicates but not biological replicates were performed to generate enough sequencing reads. These two files were integrated together for analysis. **(c)** Comparison of the transcript length of long-read and GENCODE annotation.

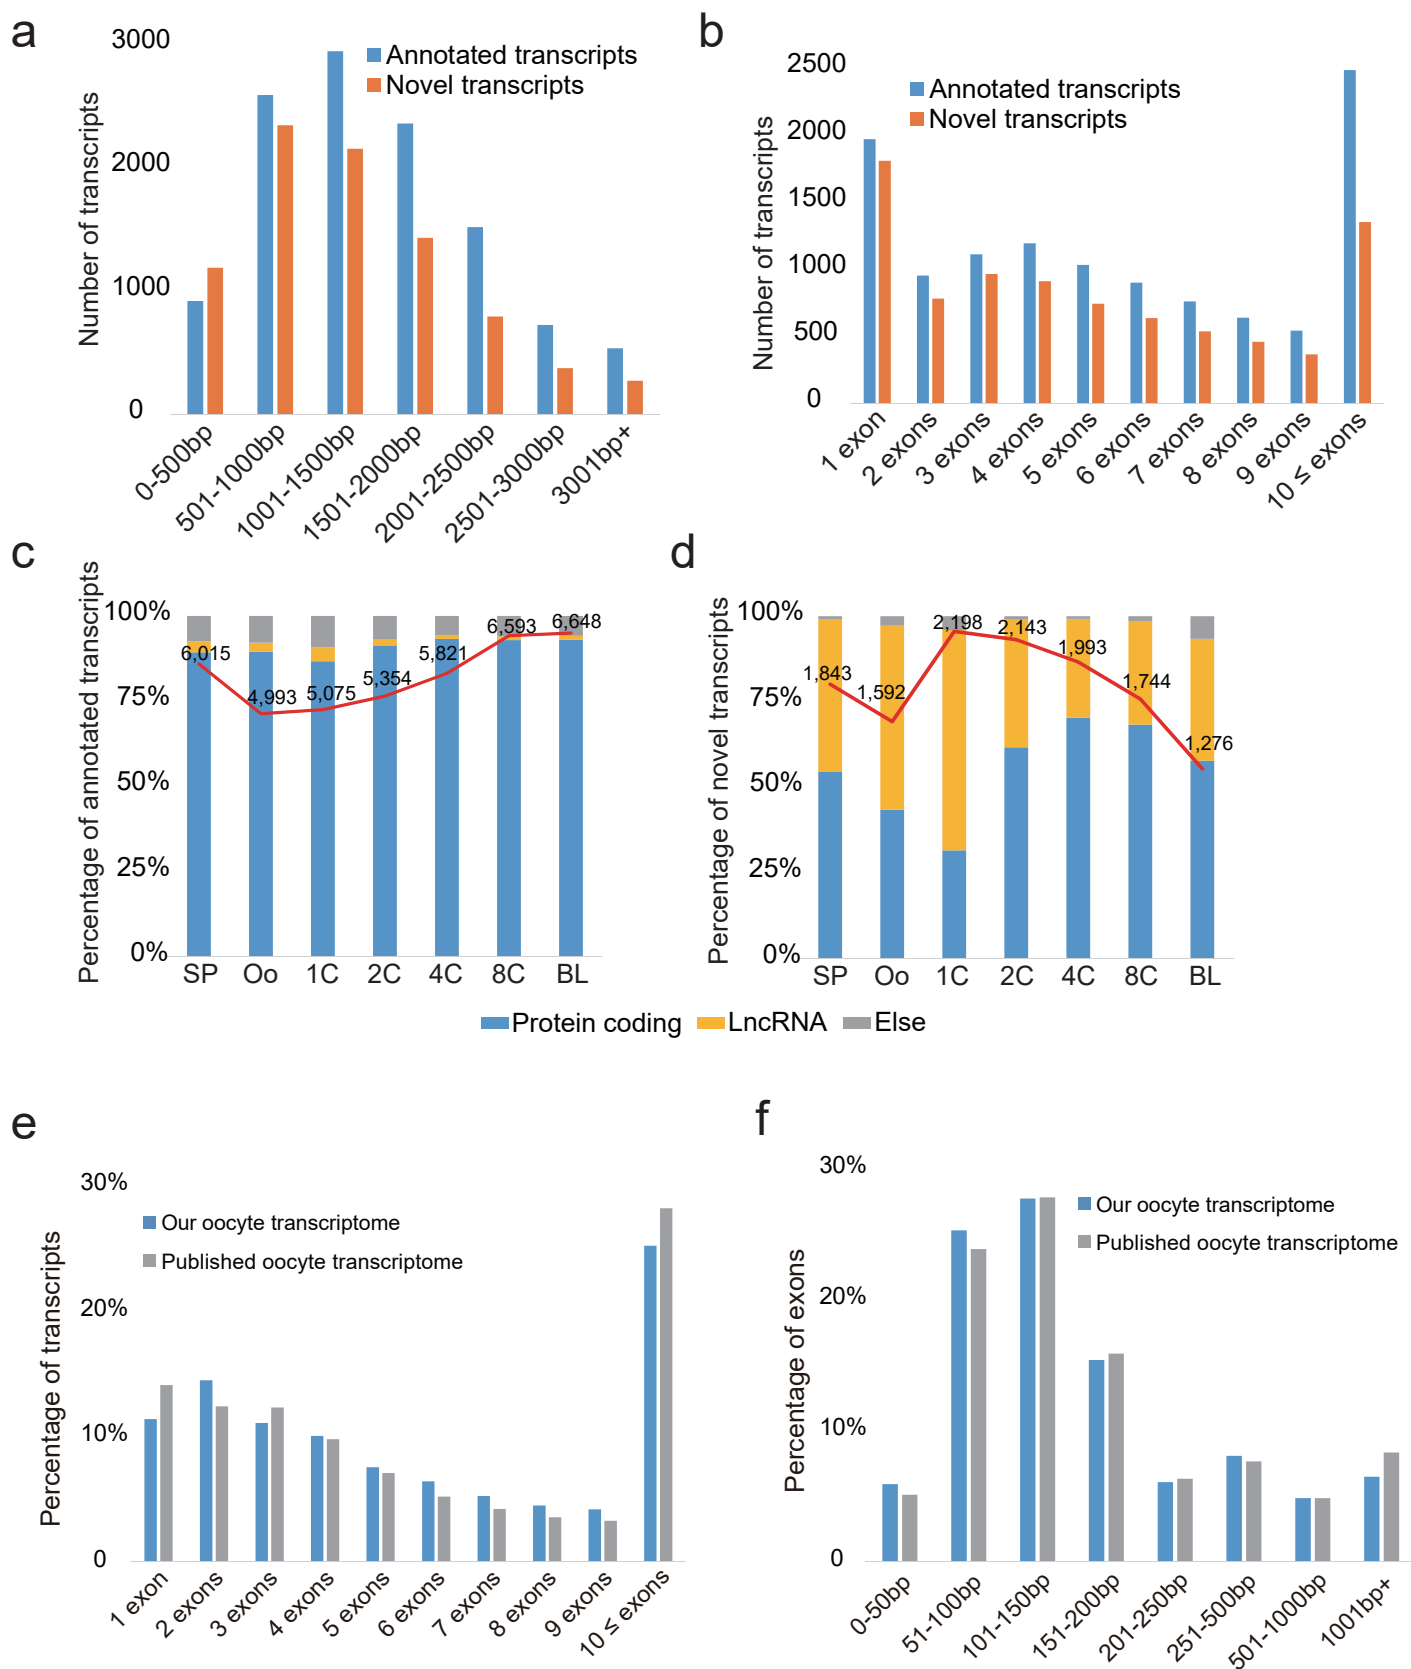

Supplementary Figure 2

## **Supplementary Figure 2. Characterizing the long-read transcripts.**

**(a)** The length distributions of annotated and novel transcripts identified by long-read data. **(b)** The exon count distributions of annotated and novel transcripts identified by long-read data. **(c)** Classification of annotated transcripts in seven stages according to GENCODE annotation. Bar plot represents the percentage of transcripts in each category and the red line represents the total number of annotated transcripts in each stage. **(d)** Classification of novel transcripts in seven stages based on protein-coding potential and the length of transcripts. Bar plot represents the percentage of transcripts in each category and red line represents the total number of novel transcripts in each stage. **(e)** The exon count distributions of transcripts identified by our data and a published data in oocyte<sup>1</sup>. **(f)** The exon length distributions of transcripts identified by our data and a published data in oocyte<sup>1</sup>.

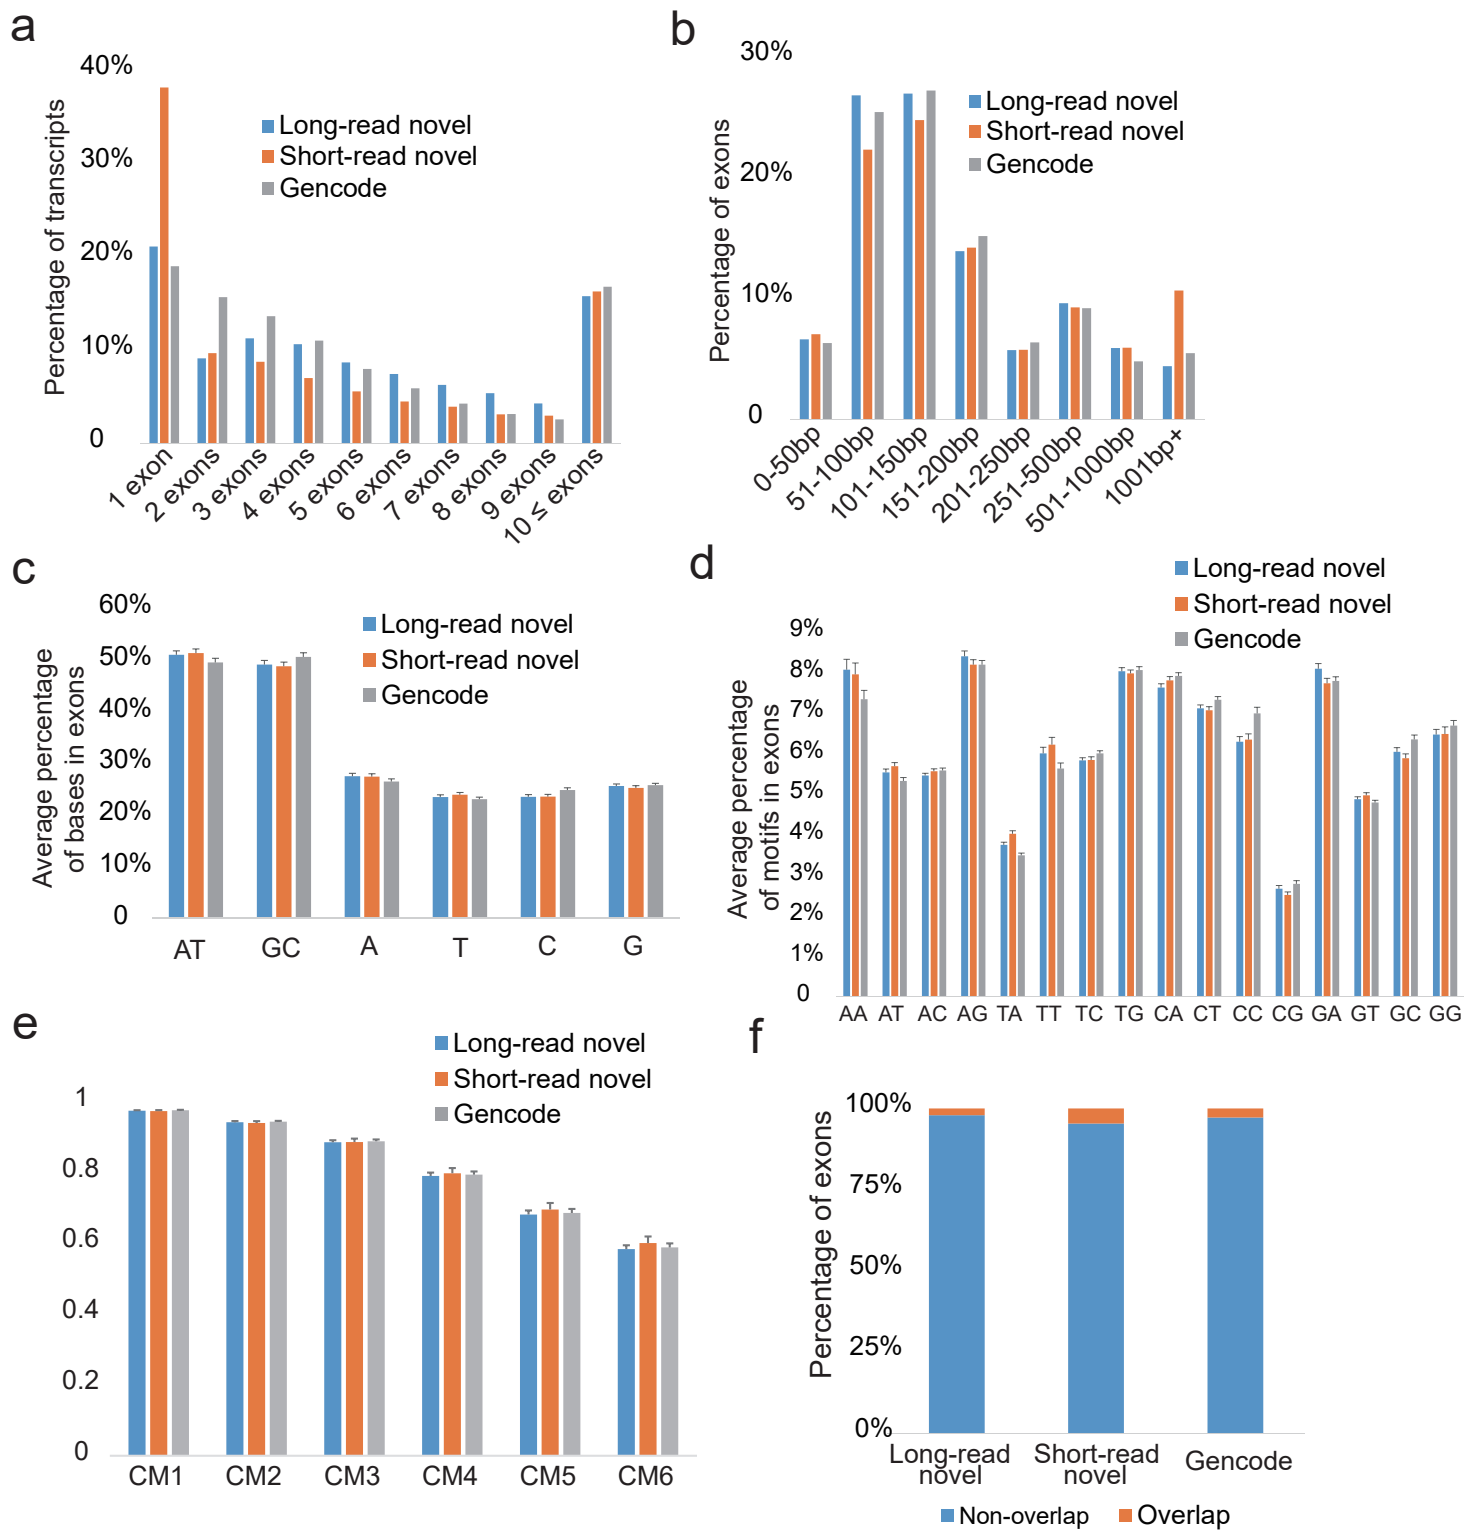

Supplementary Figure 3

**Supplementary Figure 3. Characterization of transcripts identified by long-read data and short-read data.**

**(a)** The exon count distributions of novel transcripts identified by long-read data, short-read data, and transcripts from GENCODE annotation. **(b)** The exon length distributions of novel transcripts identified by long-read data, short-read data, and transcripts from GENCODE annotation. **(c)** Average percentage of bases in exons of novel transcripts identified by long-read data, short-read data, and transcripts from GENCODE annotation. Data are presented as mean value + S.D. 46263,157647,818415 exons from long-read data, short-read data and GENCODE were used in analysis. **(d)** Average percentage of motifs in exons of novel transcripts identified by long-read data, short-read data, and transcripts from GENCODE annotation. Data are presented as mean value + S.D. 46263,157647,818415 exons from long-read data, short-read data and GENCODE were used in analysis. **(e)** Complexity of Markov model values in exons of novel transcripts identified by long-read data, short-read data, and transcripts from GENCODE annotation. Data are presented as mean value + S.D. 46263,157647,818415 exons from long-read data, short-read data and GENCODE were used in analysis. **(f)** We compared the exons of novel transcripts only identified by long-read data, short-read data, and GENCODE annotation with low complexity regions obtained from RepeatMasker in UCSC table browser respectively, and the overlapping ratio was shown in the histogram.

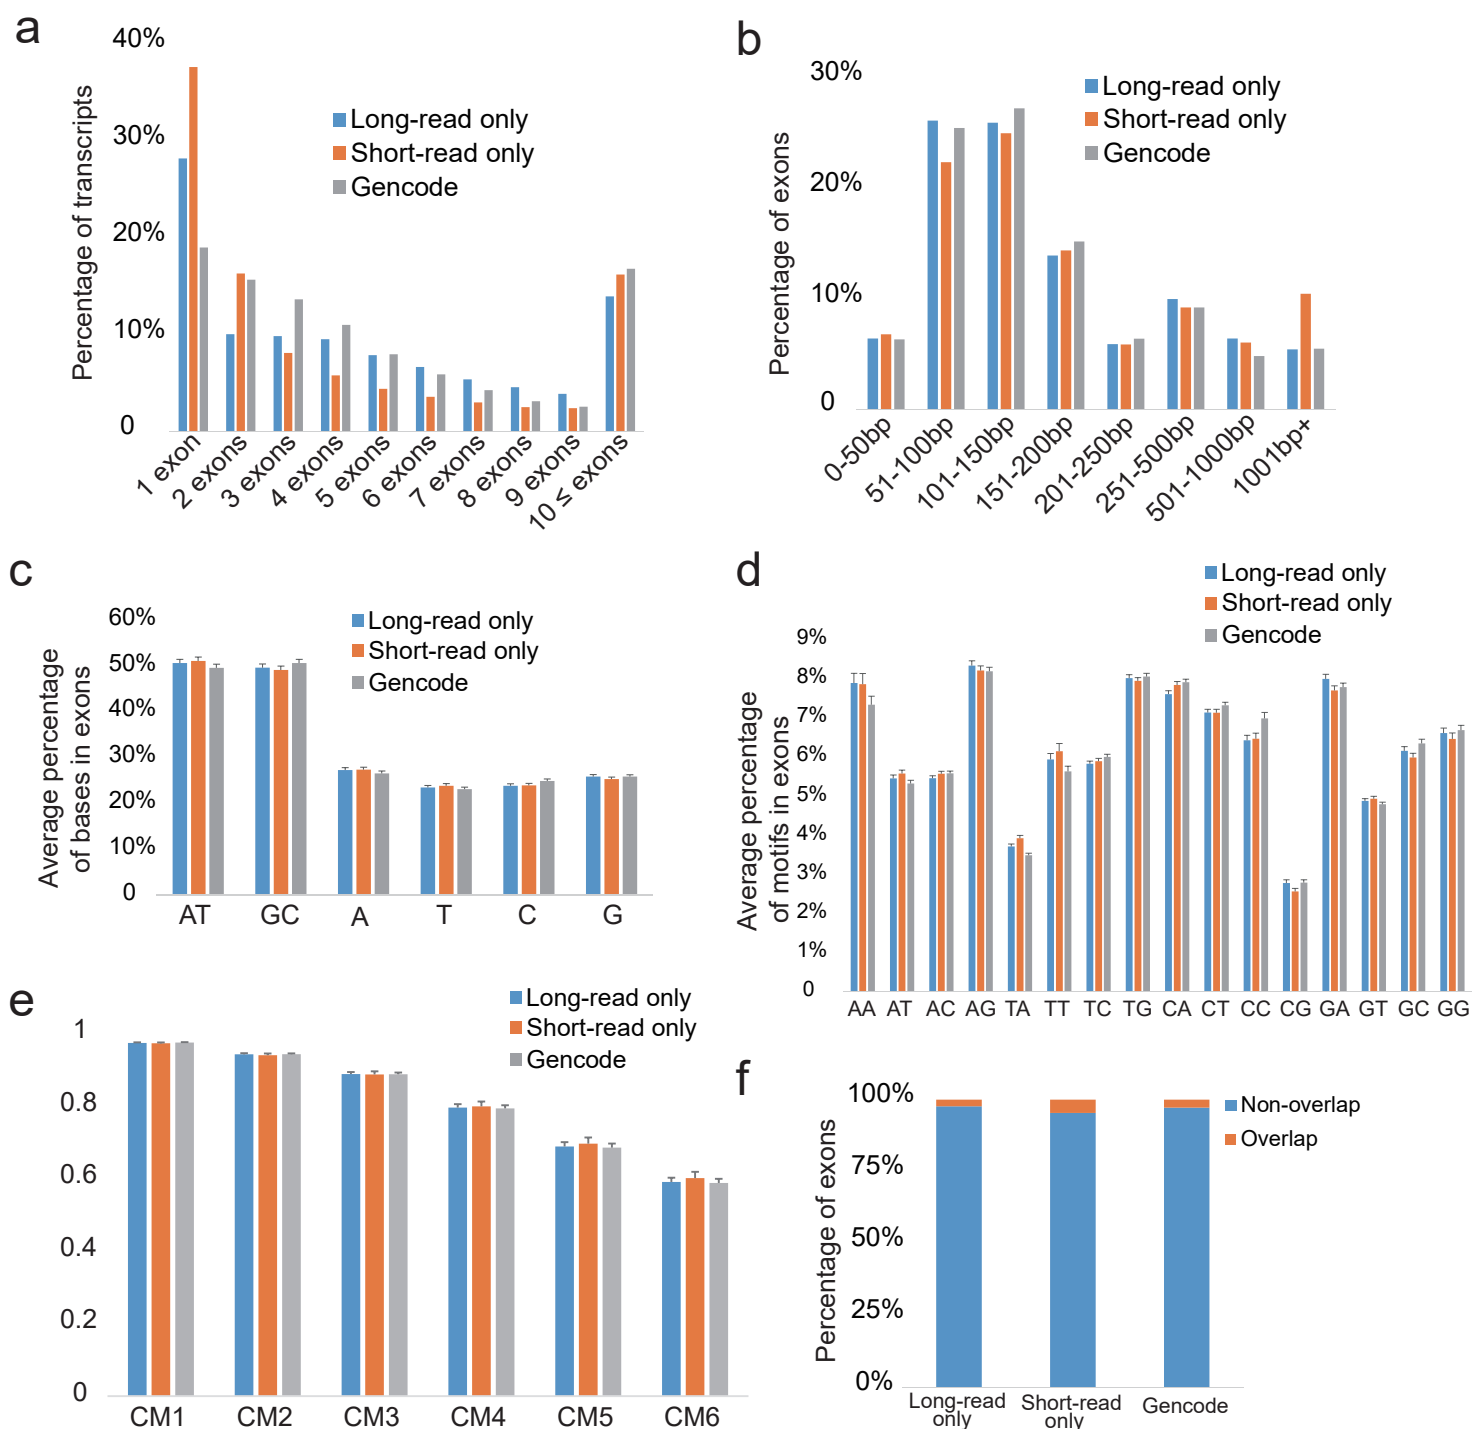

Supplementary Figure 4

**Supplementary Figure 4. Characterization of transcripts only identified by long-read data and short-read data.**

**(a)** The exon count distributions of transcripts only identified by long-read data, short-read data, and transcripts from GENCODE annotation. **(b)** The exon length distributions of transcripts only identified by long-read data, short-read data, and transcripts from GENCODE annotation. **(c)** Average percentage of bases in exons of transcripts only identified by long-read data, short-read data, and transcripts from GENCODE annotation. Data are presented as mean value + S.D. 58497,299072,818415 exons from long-read data, short-read data and GENCODE were used in analysis. **(d)** Average percentage of motifs in exons of transcripts only identified by long-read data, short-read data, and transcripts from GENCODE annotation. Data are presented as mean value + S.D. 58497,299072,818415 exons from long-read data, short-read data and GENCODE were used in analysis. **(e)** Complexity of Markov model values in exons of transcripts only identified by long-read data, short-read data, and transcripts from GENCODE annotation. Data are presented as mean value + S.D. 58497,299072,818415 exons from long-read data, short-read data and GENCODE were used in analysis. **(f)** We compared the exons of transcripts only identified by long-read data, short-read data, and GENCODE annotation with low complexity regions obtained from RepeatMasker in UCSC table browser respectively, and the overlapping proportion was shown in the histogram.

**a**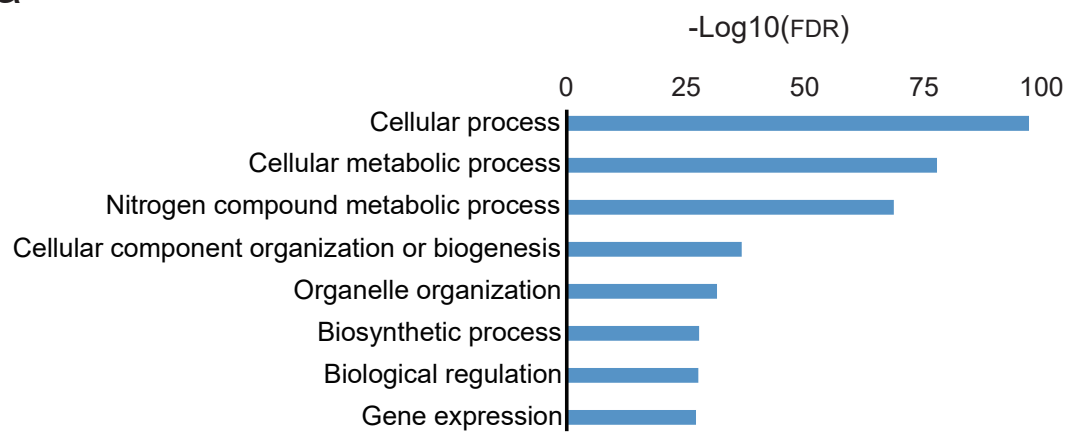**b**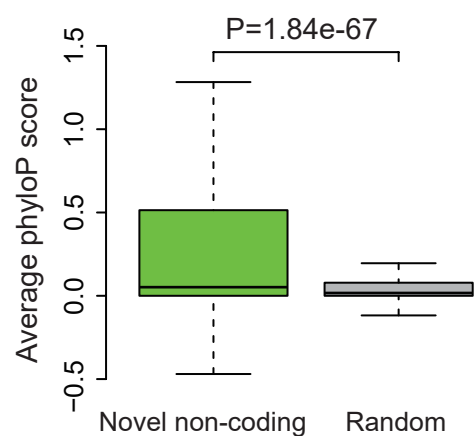**c**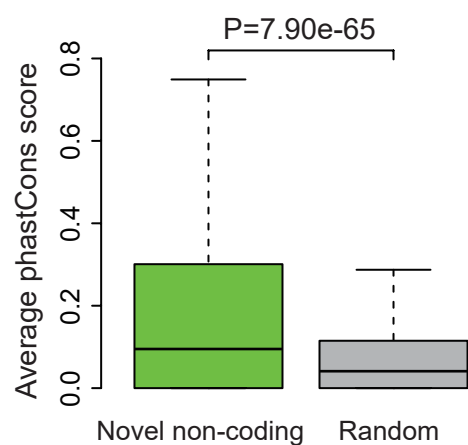

**Supplementary Figure 5. Functional characterization of novel transcripts.**

**(a)** The GO enrichment analysis in biological processes for novel coding transcripts predicted by annotated proteins. **(b-c)** Comparison of the average phyloP score and phastCons score of novel noncoding transcripts with sequences in random control regions. P values are calculated from two-tailed Wilcoxon rank sum tests. The boxplots were drawn where the middle line is the median, the lower and upper hinges of box correspond to the first and third quartiles, the lower edge and upper edge correspond to the smallest value and largest value. 3,880 novel noncoding transcripts were calculated in two box plots.

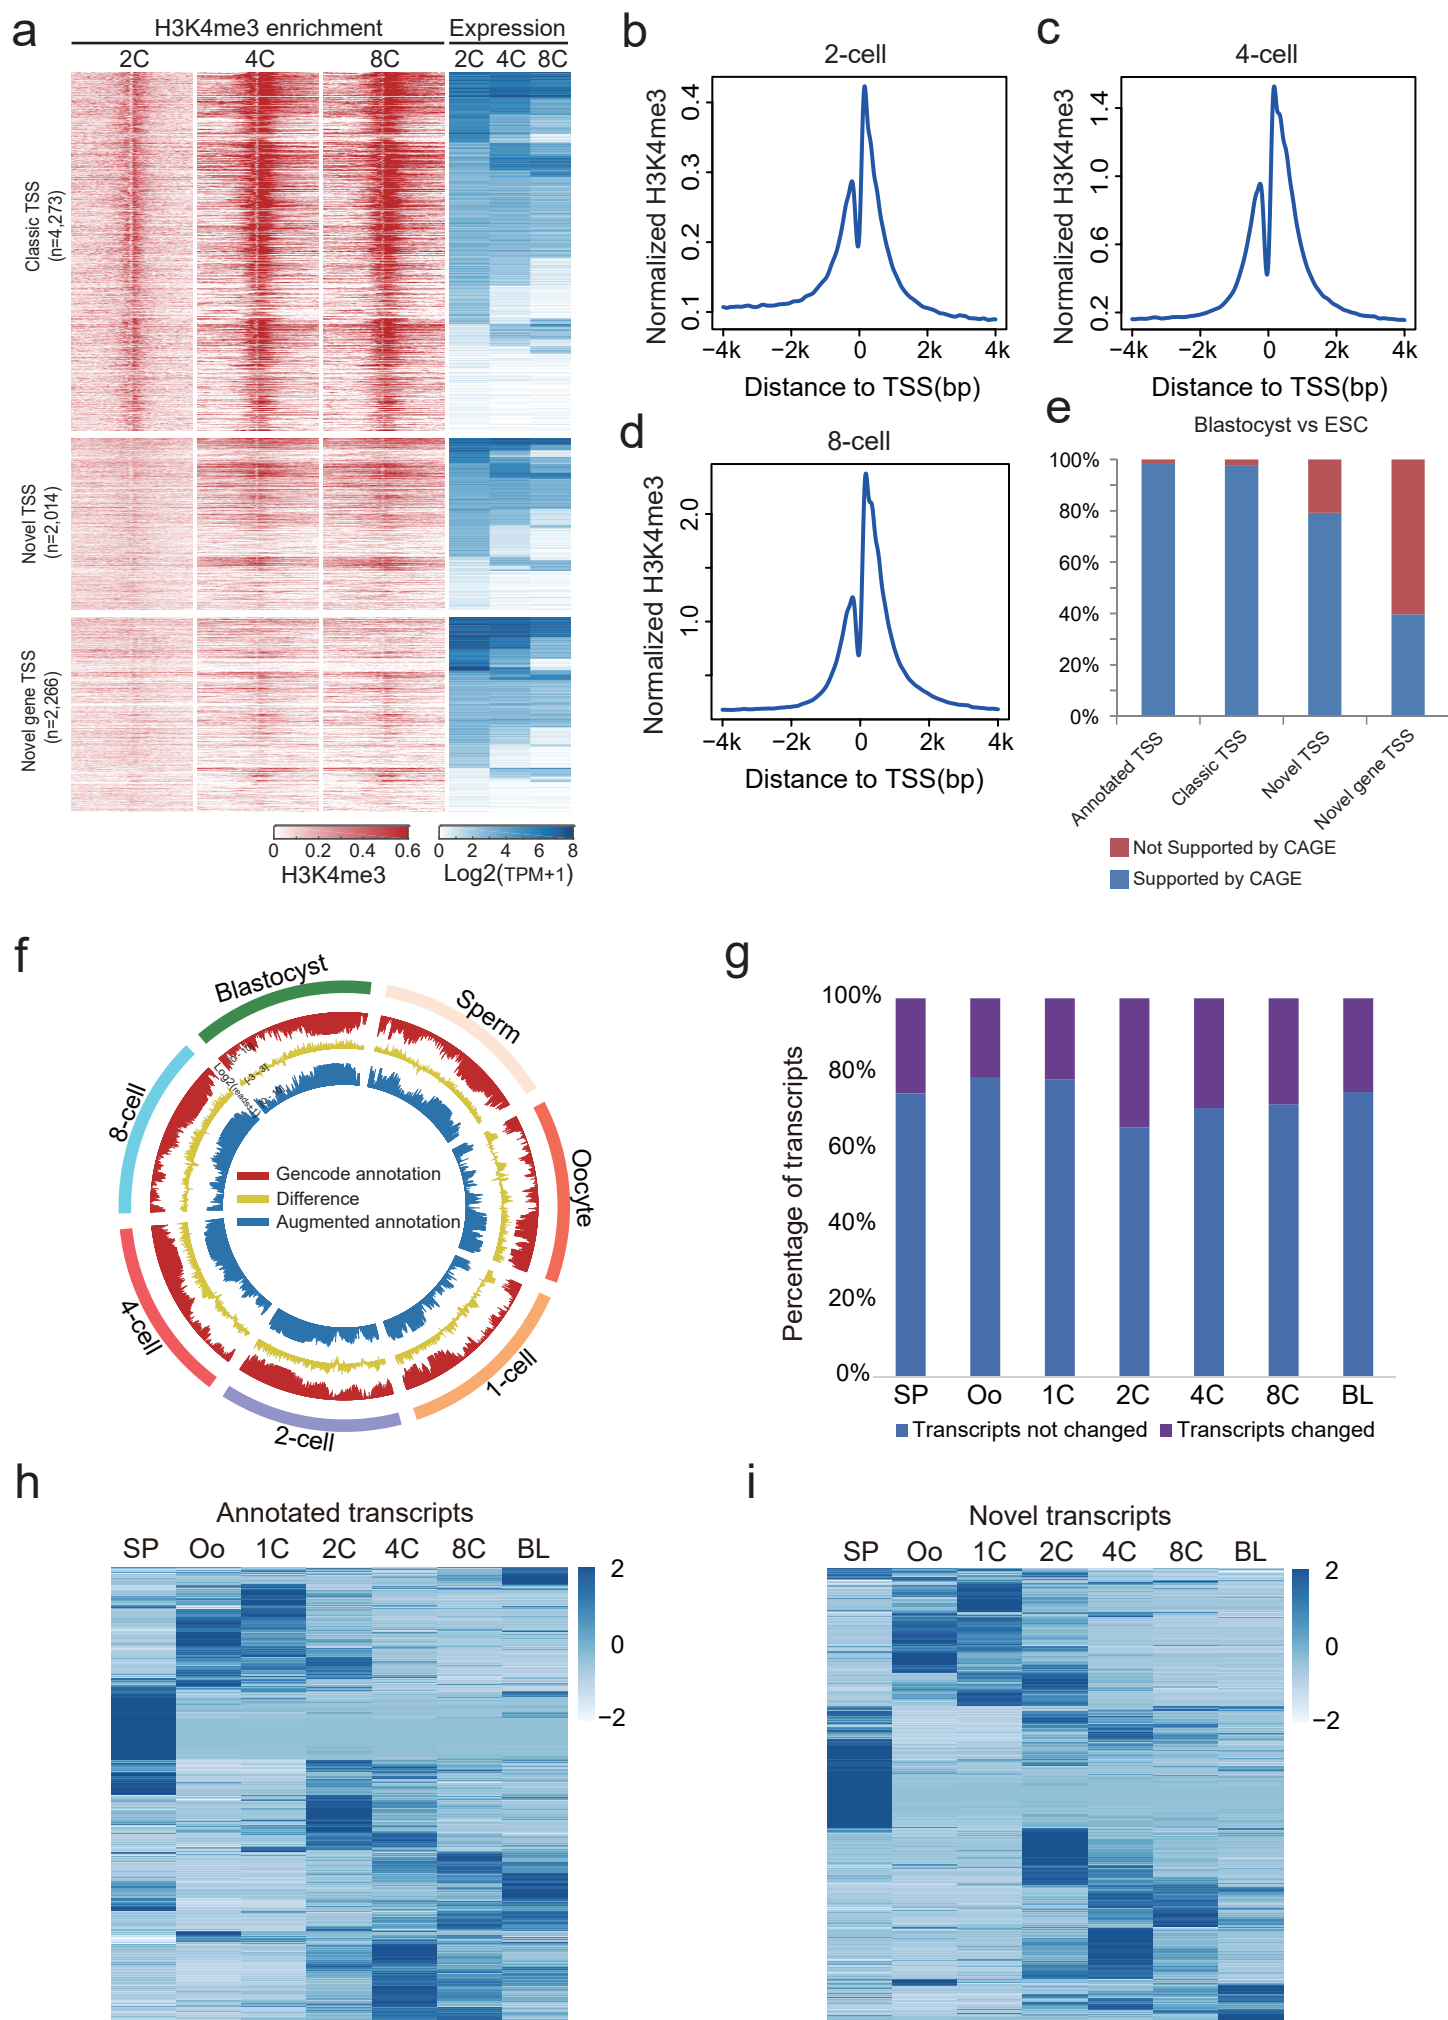

Supplementary Figure 6

### **Supplementary Figure 6. Validation of annotated and novel transcripts.**

**(a)** Association of H3K4me3 enrichment with gene expression in the identified transcripts. Red heatmaps represent the distribution of the H3K4me3 signals in the promoters of classic TSSs (novel transcripts sharing same TSSs with annotated transcripts), novel TSSs (novel TSSs of novel transcripts within annotated loci), and novel gene TSSs in the 2-cell, 4-cell, and 8-cell stages. Blue heatmaps represent the expression of the corresponding transcripts for these TSSs. **(b-d)** Profiles of the average H3K4me3 signal density on promoters of annotated TSSs in 2-cell, 4-cell, and 8-cell (defined in Methods section). **(e)** CAGE data from mouse ESCs<sup>2</sup> were analyzed to compare with the transcripts with annotated TSSs, classic TSSs, high-confidence novel TSSs of novel splicing isoforms, and high-confidence TSS of novel genes. The blue bars represent TSSs supported by CAGE peaks, and red bars represent TSSs not supported by CAGE peaks. **(f)** Circos plot showing the expression levels of differentially expressed transcripts ( $\delta > 5$ ) annotated when mapping short-read data to genome with GENCODE annotation and GENCODE-augmented annotation as references separately. Red: the expression level of differentially expressed transcripts based on the GENCODE reference. Blue: the expression level of differentially expressed transcripts based on the augmented reference (combination of long-read sequencing and GENCODE). Yellow: the altered expression of differentially expressed transcripts annotated according to the two references. **(g)** The expression of GENCODE-annotated transcripts possessing potential novel splicing isoforms (from long-seq data) was compared by using GENCODE annotation and augmented annotation as reference separately.  $\delta$  represents the absolute difference value for a transcript from two annotations. Bar plot showed the proportions of transcripts changed ( $\delta > 5$ ) and transcripts not changed ( $\delta \leq 5$ ). **(h-i)** Heatmaps showing the expression of annotated (h) and novel (i) transcripts expression in seven stages. Heatmap shows Z-scores of TPM by row.

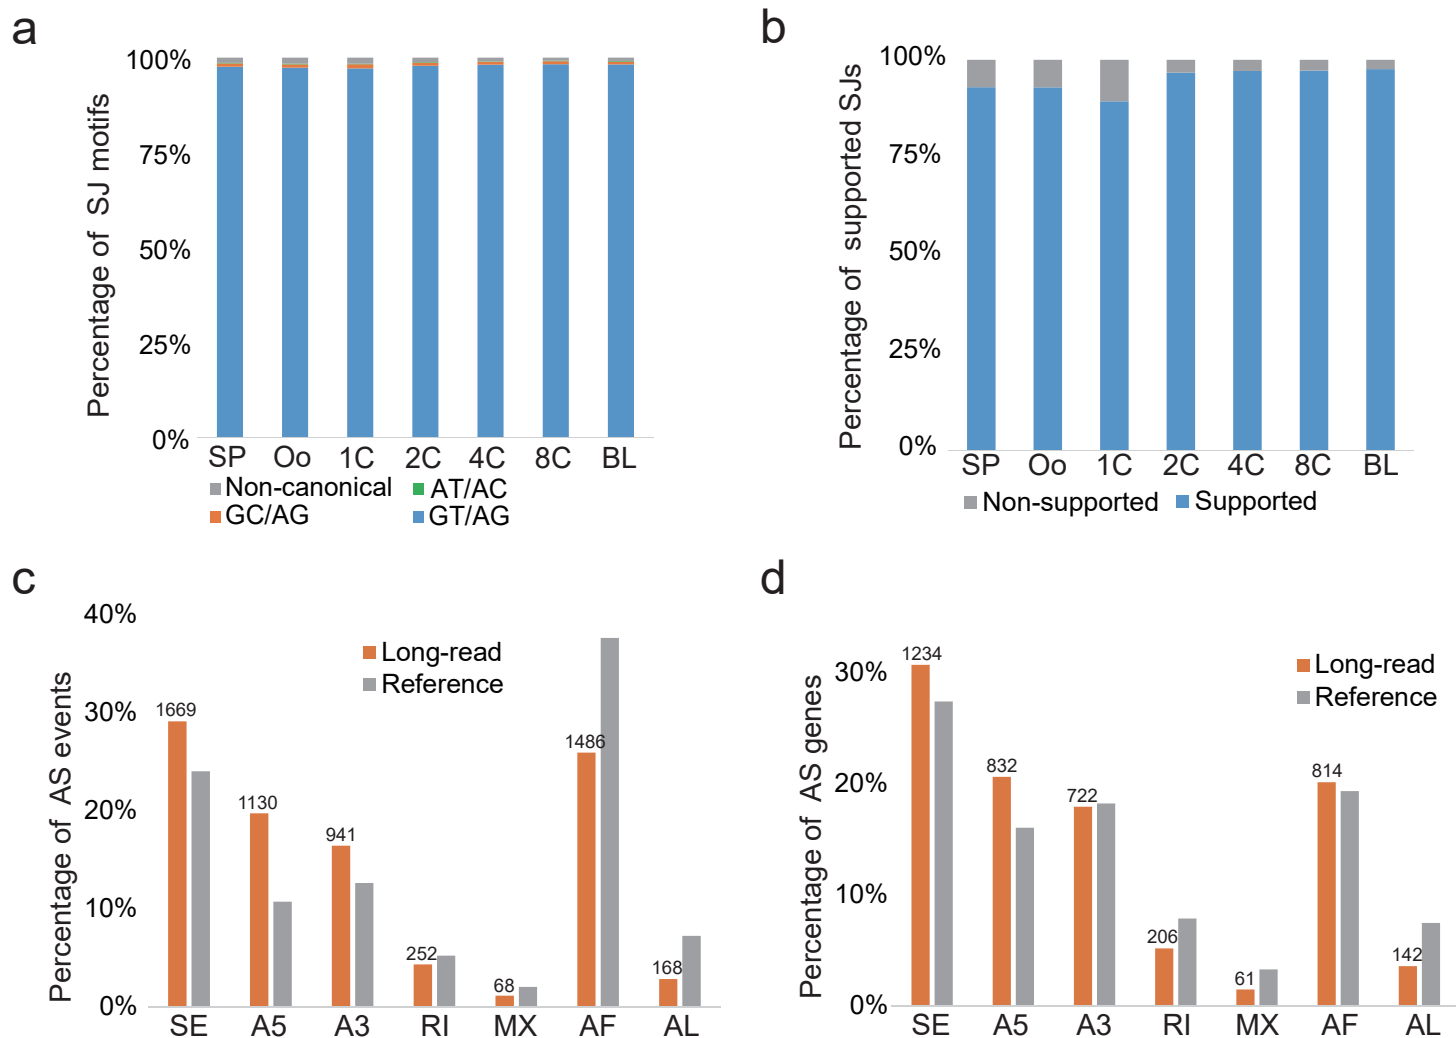

Supplementary Figure 7

**Supplementary Figure 7. Characterization of AS by long-read data.**

**(a)** Motif distributions of splicing junction identified by using long-read sequencing in seven stages. **(b)** Verification of long-read transcript junctions by short-read splicing junctions. **(c-d)** Distribution of AS events (c) and genes (d) identified from merged long-read transcripts and GENCODE annotation. The number in the top of orange bars represents the number of AS events (c) and genes (d) identified from merged long-read transcripts.

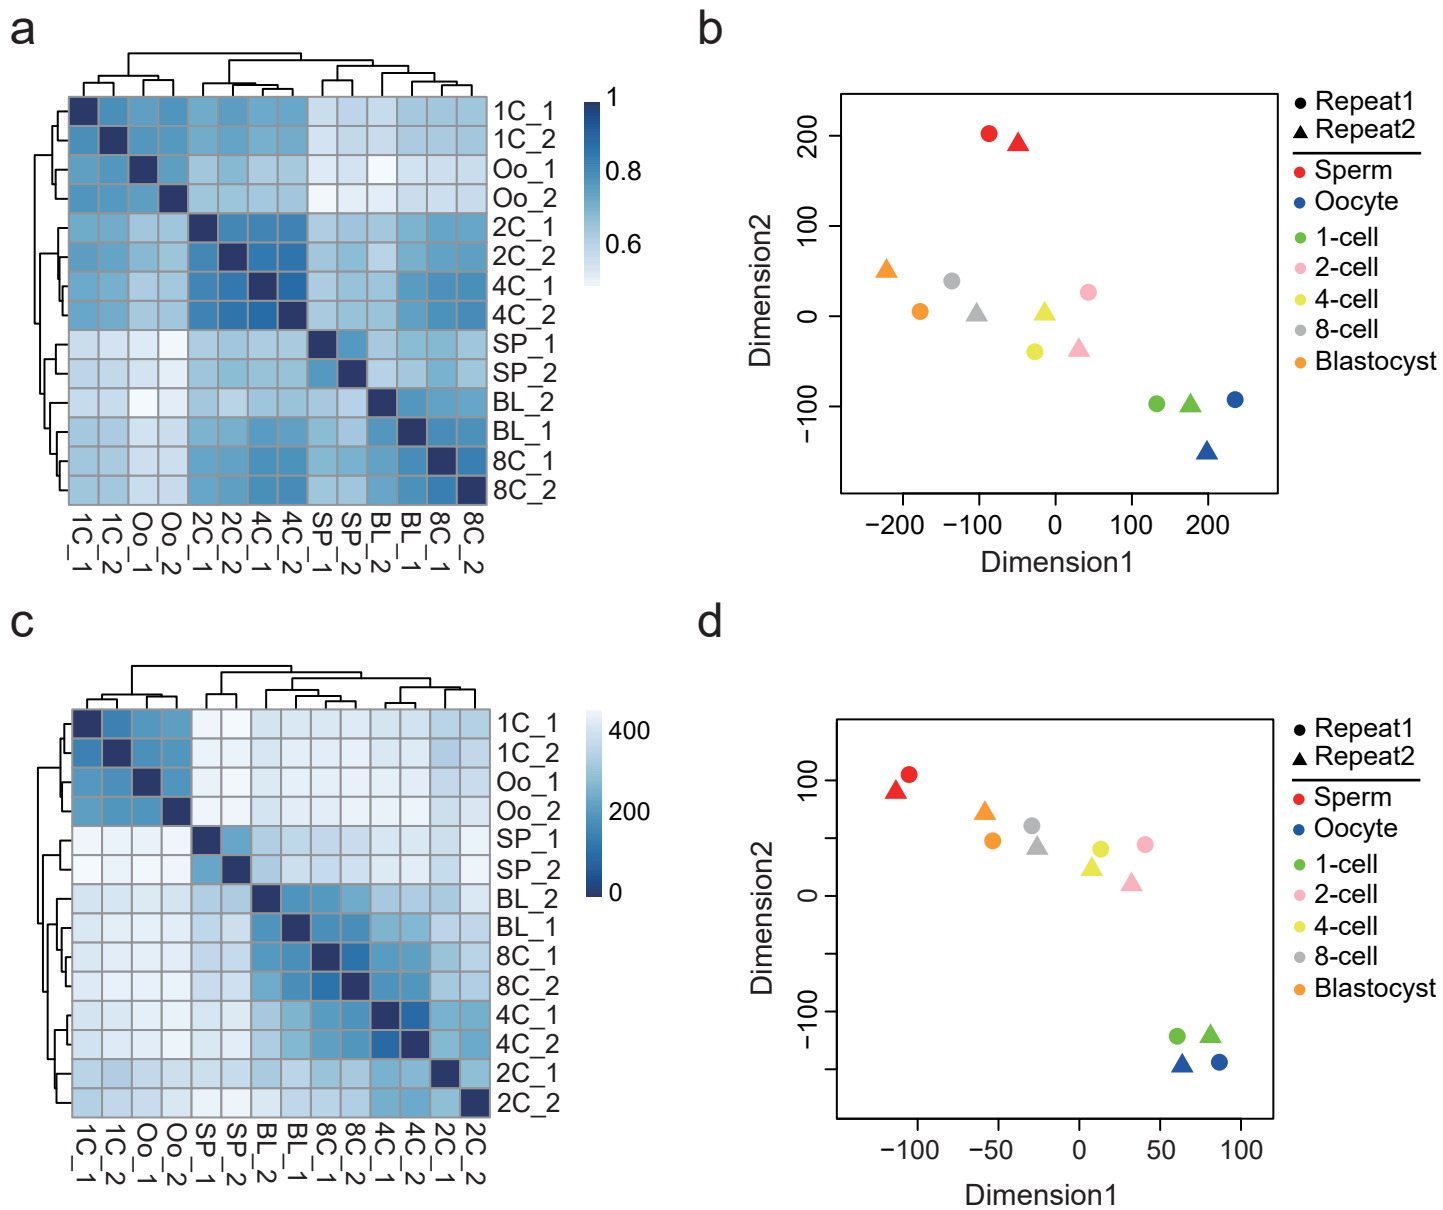

Supplementary Figure 8

**Supplementary Figure 8. Clustering analysis of preimplantation embryo development.**

- (a)** Clustering of all samples based on splicing events by long-read data.
- (b)** Overview of total samples as a tSNE visualization based on splicing.
- (c)** Clustering of all samples based on gene expression by short-read data.
- (d)** Overview of total samples as a tSNE visualization based on gene expression.

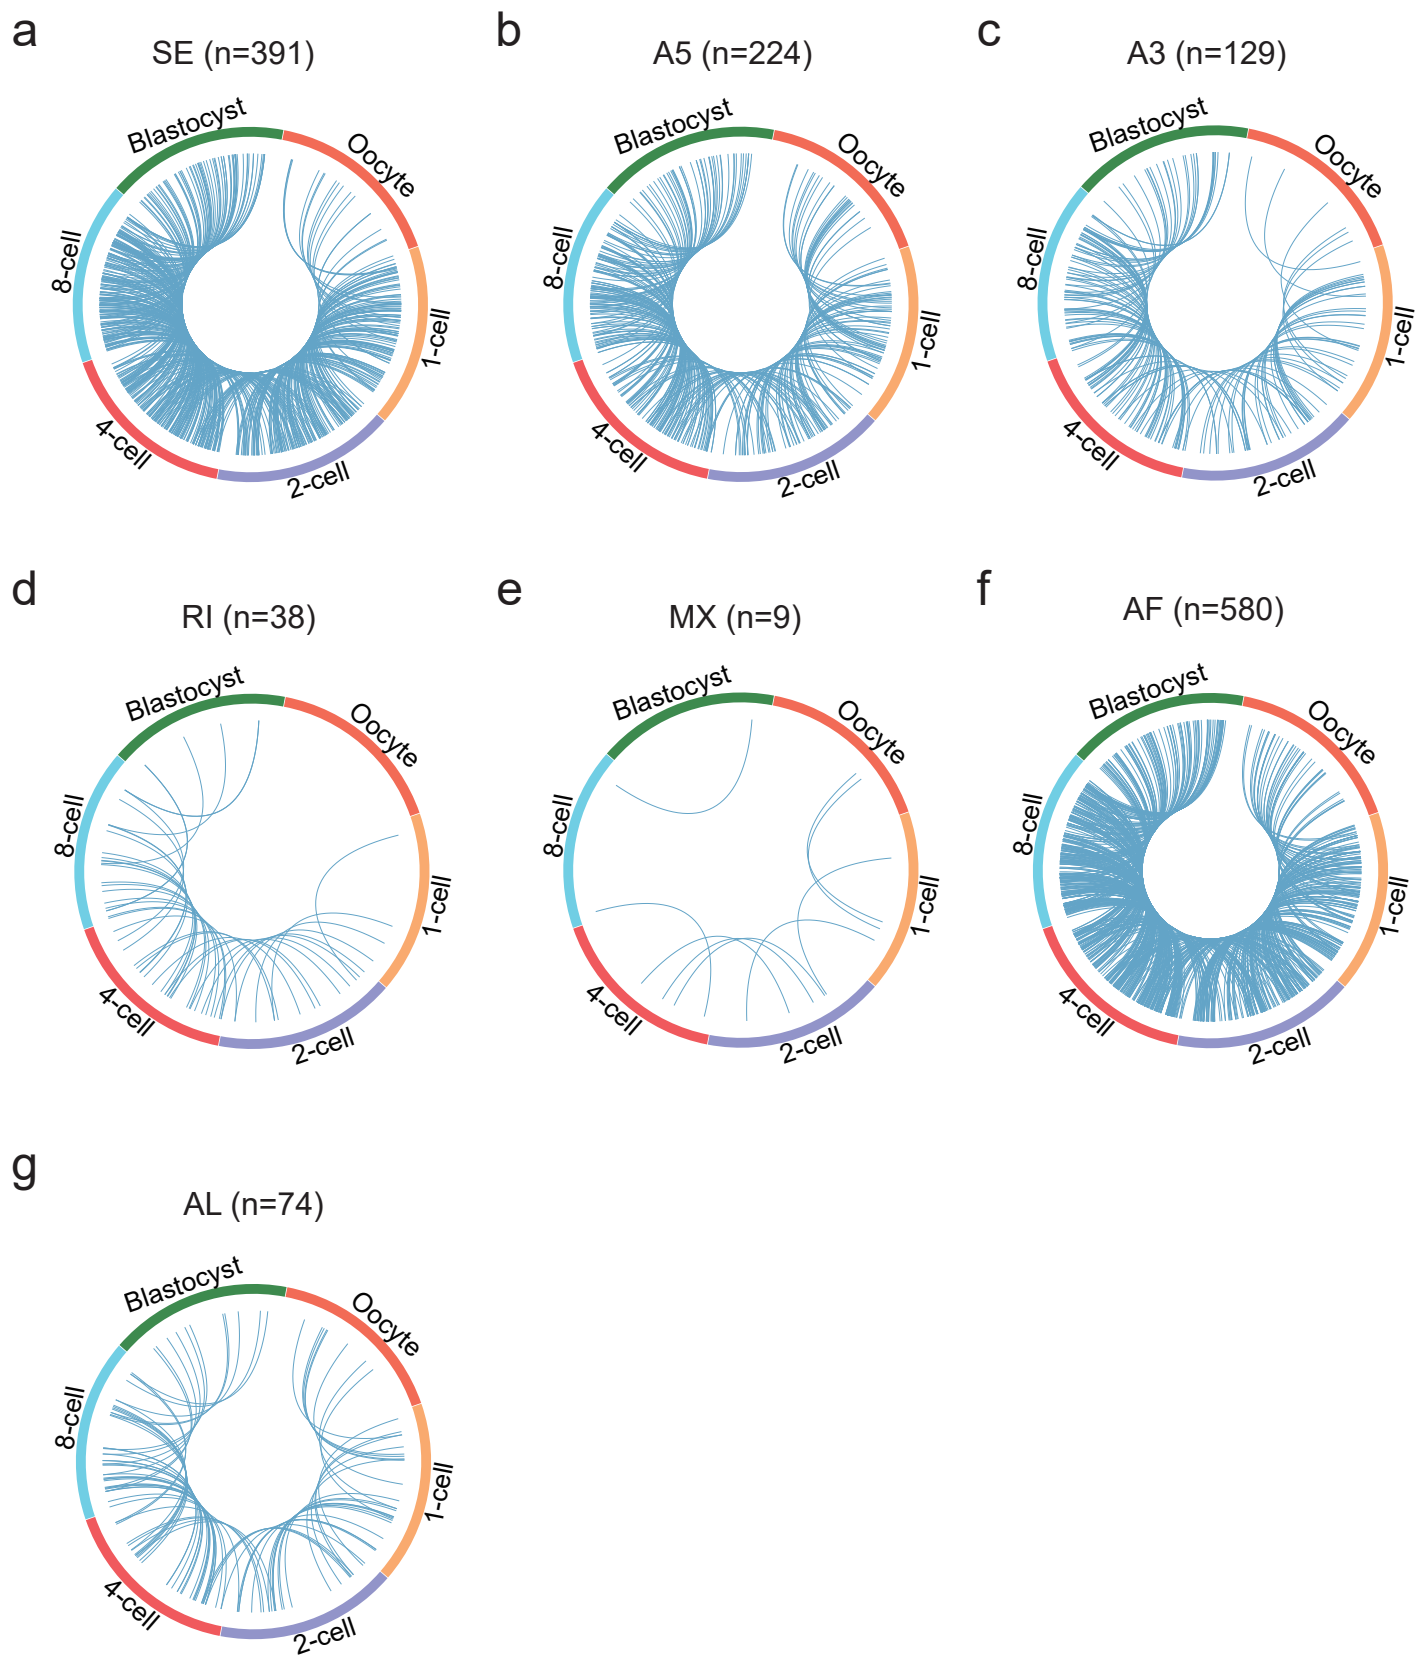

**Supplementary Figure 9. Dynamic differential splicing events.**

**(a-g)** Overview of differential splicing events of seven types identified in consecutive stages. The blue lines that connect two stages represent the differential splicing events identified in the two stages.

**Supplementary Table 1:** *P*-values of Fisher-exact test on the number of DAS events between consecutive groups.

|      | 1-cell_2-cell<br>→<br>2-cell_4-cell | 2-cell_4-cell<br>→<br>4-cell_8-cell | 4-cell_8-cell→<br>8-cell_blastocyst |
|------|-------------------------------------|-------------------------------------|-------------------------------------|
| Up   | 0.0003587                           | 1.87E-34                            | 3.72E-17                            |
| Down | 0.0001029                           | 1.52E-12                            | 1.52E-12                            |

**Supplementary Table 2:** GO enrichment analysis of the genes associated with these significant DAS events.

| GO biological process complete                            | Mus musculus - REFLIST (22296) | upload_1 (255) | upload_1 (expected) | upload_1 (over/under) | upload_1 (fold Enrichment) | upload_1 (raw P-value) | upload_1 (FDR) |
|-----------------------------------------------------------|--------------------------------|----------------|---------------------|-----------------------|----------------------------|------------------------|----------------|
| cellular metabolic process (GO:0044237)                   | 6339                           | 131            | 72.5                | +                     | 1.81                       | 2.55E-14               | 4.02E-10       |
| nitrogen compound metabolic process (GO:0006807)          | 5705                           | 114            | 65.25               | +                     | 1.75                       | 7.15E-11               | 2.82E-07       |
| gene expression (GO:0010467)                              | 1591                           | 47             | 18.2                | +                     | 2.58                       | 2.84E-09               | 4.98E-06       |
| nucleic acid metabolic process (GO:0090304)               | 1740                           | 49             | 19.9                | +                     | 2.46                       | 6.23E-09               | 9.83E-06       |
| RNA metabolic process (GO:0016070)                        | 1222                           | 36             | 13.98               | +                     | 2.58                       | 2.82E-07               | 3.18E-04       |
| G protein-coupled receptor signaling pathway (GO:0007186) | 1830                           | 3              | 20.93               | -                     | 0.14                       | 1.42E-06               | 1.24E-03       |
| RNA processing (GO:0006396)                               | 742                            | 25             | 8.49                | +                     | 2.95                       | 2.30E-06               | 1.81E-03       |
| cellular component biogenesis (GO:0044085)                | 2406                           | 52             | 27.52               | +                     | 1.89                       | 1.01E-05               | 6.39E-03       |

**Supplementary Table 3:** sgRNA sequences.

| <b>Name</b>     | <b>Protospacer sequence</b> | <b>PAM</b> | <b>Target gene</b> |
|-----------------|-----------------------------|------------|--------------------|
| sgKdm4dl-1      | GAGCAAGAAGAGGATGCCCT        | GGG        | Kdm4dl             |
| sgKdm4dl-2      | GATCACGACATAGTGATTGA        | GGG        | Kdm4dl             |
| sgXLOC_004958-1 | GCTGAGTTCTGTGGCCTGAG        | TGG        | XLOC_004958        |
| sgXLOC_004958-2 | GTCAGAAAGCTATGACGGCG        | GGG        | XLOC_004958        |

**Supplementary Table 4:** PCR primer sequences.

| <b>Primer Name</b> | <b>Primer Sequences</b> |
|--------------------|-------------------------|
| TCONS_00001315-F   | TGATGTATGGAGGGAGTATG    |
| TCONS_00004813-F   | CTCTGTATATCAACCTCAGCC   |
| TCONS_00022541-F   | AAGAAGCTGACTTCTCCCCTG   |
| TCONS_00004118-F   | CTAGACCTTAGCTTATTCGC    |
| TCONS_00005831-F   | GGAGTGTGCTCCCTCTGATT    |
| TCONS_00017425-F   | GTTCTCATGGTCAGGCTAG     |
| TCONS_00006055-F   | GAACACATCAGGGATCTGG     |
| TCONS_00009513-F   | CTGCTGGCTACAGTCATGAC    |
| TCONS_00000891-F   | CCTTGGATTTTGTCCAGAATGAC |
| TCONS_00022490-F   | CAATGATGACGACTACGAGG    |
| TCONS_00015874-F   | GCAAGCCAGTAAGGAACATCT   |
| TCONS_00020867-F   | CTAAAGCTTGTGTCTTCCTCG   |
| TCONS_00005014-F   | TGGAAGTCTCGTTTGGGCTC    |
| TCONS_00009726-F   | ACAAACTGGTGCGGAAGATC    |
| TCONS_00004839-F   | TGCTTCCAAAGCATCCGCTC    |
| TCONS_00015595-F   | CTTATTGGCCAACAGCATATC   |
| TCONS_00009279-F   | CAGCGCAACTTCTGTTCCAC    |
| TCONS_00001969-F   | ACGAATGGTTGGGTCACCAG    |
| TCONS_00017927-F   | TAGCTGCCTAGAAGGCAGTC    |
| TCONS_00014103-F   | GACCACTACACATAGGCTTC    |
| TCONS_00001315-R   | CTACGGATTCACGCCTCTC     |
| TCONS_00004813-R   | CGAGTCAAGAGAAAGGTTCTC   |
| TCONS_00022541-R   | CCCAGAATCCCCAAAGCAATATC |
| TCONS_00004118-R   | GAGGCAGATGGACAGGAAG     |
| TCONS_00005831-R   | TCTACAGCTGCTACTGACCA    |
| TCONS_00017425-R   | GAAACCACAAGTTCTAAGGG    |
| TCONS_00006055-R   | CACCGTAAGTTGTTCTTTGGC   |
| TCONS_00009513-R   | GAAGACTTCAGCTTCTTCAGC   |
| TCONS_00000891-R   | CCAAGATGGAGGAGGACAG     |
| TCONS_00022490-R   | AGAACAGGTTTCTGGGCTAC    |
| TCONS_00015874-R   | CTGTACACTGGAGATGTAGG    |
| TCONS_00020867-R   | CCTGCTTTGTGACCTGCTTA    |
| TCONS_00005014-R   | AGGCCCAGCAGAAGTTAGTG    |
| TCONS_00009726-R   | GCTCCATGCTTTGTTCCCAG    |
| TCONS_00004839-R   | CTGGATGCTGCCATGCTCTA    |
| TCONS_00015595-R   | GAACCATTGTTGGGAATTCGG   |
| TCONS_00009279-R   | CTTCATTACAGCTGCGAT      |
| TCONS_00001969-R   | G TTCAGGTTAGGAGTGTAAGG  |
| TCONS_00017927-R   | GAAC TACACTGTACAGGAGC   |
| TCONS_00014103-R   | AGGATGAGTTTCCCGTCAAC    |

|                    |                       |
|--------------------|-----------------------|
| Kdm4dl-qpcr-F      | TTGCATTGGTGCTGGGAAAC  |
| Kdm4dl-qpcr-R      | CTCTCTCTGTGTAAGCTTCC  |
| Kdm4dl-RT-F        | ACAGGAAGAGCAAGTCCTCC  |
| Kdm4dl-RT-R        | AGCCTGCCTTTCCACTCCT   |
| Kdm4dl-GT-F        | TTCCCATACAGTGACCAAGG  |
| Kdm4dl-GT-R        | TAGCCATAGGGAAAGGTGAC  |
| XLOC_004958-qpcr-F | TGCCGACTTTTTGGCAGGTG  |
| XLOC_004958-qpcr-R | AGCTGGAGGTGGCACCTTG   |
| XLOC_004958-RT-F   | TCCAGCTTTCTACTGCCTCC  |
| XLOC_004958-RT-R   | GGGAGGGAGCTTTATTTGGGA |
| XLOC_004958-GT-F   | ACTAGCCAGCTGGTGGTTAC  |
| XLOC_004958-GT-R   | GGTTCTGTTCTTACTGCAGC  |

# Supplementary Note. 1 Software used in the present study

| No | Name                      | Version          | Source code                                                                                                                                         |
|----|---------------------------|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| 1  | GENCODE <sup>3</sup>      | vM20             | <a href="https://www.encodegenes.org/">https://www.encodegenes.org/</a>                                                                             |
| 2  | CPAT <sup>4</sup>         | v2.2.0           | <a href="http://lilab.research.bcm.edu/cpat/index.php">http://lilab.research.bcm.edu/cpat/index.php</a>                                             |
| 3  | BLASTP <sup>5</sup>       | v2.9.0           | <a href="https://blast.ncbi.nlm.nih.gov/Blast.cgi">https://blast.ncbi.nlm.nih.gov/Blast.cgi</a>                                                     |
| 4  | PFAM-A <sup>6</sup>       | v31.0            | <a href="http://pfam.xfam.org/">http://pfam.xfam.org/</a>                                                                                           |
| 5  | hmmer <sup>7</sup>        | v3.2.1           | <a href="http://www.hmm.org/">http://www.hmm.org/</a>                                                                                               |
| 6  | IGV <sup>8</sup>          | v2.4.4           | <a href="http://software.broadinstitute.org/software/igv/download">http://software.broadinstitute.org/software/igv/download</a>                     |
| 7  | salmon <sup>9</sup>       | v0.10.0          | <a href="https://github.com/COMBINE-lab/salmon">https://github.com/COMBINE-lab/salmon</a>                                                           |
| 8  | SUPPA2 <sup>10</sup>      | v2.2.1           | <a href="https://github.com/comprna/SUPPA">https://github.com/comprna/SUPPA</a>                                                                     |
| 9  | SNPsplitt                 | v0.3.4           | <a href="https://github.com/FelixKrueger/SNPsplitt">https://github.com/FelixKrueger/SNPsplitt</a>                                                   |
| 10 | GMAP <sup>11</sup>        | v2019-03-04      | <a href="http://research-pub.gene.com/gmap/">http://research-pub.gene.com/gmap/</a>                                                                 |
| 11 | cDNA_Cupcake              | v6.6             | <a href="https://github.com/Magdoll/cDNA_Cupcake">https://github.com/Magdoll/cDNA_Cupcake</a>                                                       |
| 12 | Cufflinks <sup>12</sup>   | v2.2.1           | <a href="http://cole-trapnell-lab.github.io/cufflinks/install/">http://cole-trapnell-lab.github.io/cufflinks/install/</a>                           |
| 13 | FastQC                    | v0.11.8          | <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a>                   |
| 14 | TrimGalore                | v0.6.1           | <a href="http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/">http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/</a>         |
| 15 | STAR <sup>13</sup>        | v2.5.0a          | <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>                                                                   |
| 16 | StringTie <sup>14</sup>   | v1.3.3b          | <a href="https://github.com/gpertea/stringtie">https://github.com/gpertea/stringtie</a>                                                             |
| 17 | TRANSDCODER <sup>15</sup> | v5.5.0           | <a href="https://github.com/TransDecoder/TransDecoder">https://github.com/TransDecoder/TransDecoder</a>                                             |
| 18 | UniProt <sup>16</sup>     | release 2019_08  | <a href="https://www.uniprot.org/">https://www.uniprot.org/</a>                                                                                     |
| 19 | STRING <sup>17</sup>      | v11.0            | <a href="https://string-db.org/">https://string-db.org/</a>                                                                                         |
| 20 | bigWigAverageOverBed      | v2               | <a href="http://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/">http://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/</a>                         |
| 21 | MACS2 <sup>18</sup>       | v2.0.10.20131216 | <a href="https://github.com/taoliu/MACS/">https://github.com/taoliu/MACS/</a>                                                                       |
| 22 | PANTHER <sup>19</sup>     | v14.1            | <a href="http://pantherdb.org/">http://pantherdb.org/</a>                                                                                           |
| 23 | SMRTlink                  | v6.0             | <a href="https://www.pacb.com/support/software-downloads/">https://www.pacb.com/support/software-downloads/</a>                                     |
| 24 | DESeq2 <sup>20</sup>      | V1.20.0          | <a href="http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html">http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html</a> |

## Supplementary References

1. Gahurova L, *et al.* Transcription and chromatin determinants of de novo DNA methylation timing in oocytes. *Epigenetics Chromatin* **10**, 25 (2017).
2. Lloret-Llinares M, *et al.* The RNA exosome contributes to gene expression regulation during stem cell differentiation. *Nucleic Acids Res* **46**, 11502-11513 (2018).
3. Frankish A, *et al.* GENCODE reference annotation for the human and mouse genomes. *Nucleic Acids Res* **47**, D766-D773 (2019).
4. Wang L, Park HJ, Dasari S, Wang S, Kocher JP, Li W. CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. *Nucleic Acids Res* **41**, e74 (2013).
5. Altschul SF, *et al.* Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. *Nucleic Acids Res* **25**, 3389-3402 (1997).
6. Finn RD, *et al.* The Pfam protein families database: towards a more sustainable future. *Nucleic Acids Res* **44**, D279-285 (2016).
7. Eddy SR. Accelerated Profile HMM Searches. *PLoS Comput Biol* **7**, e1002195 (2011).
8. Robinson JT, Thorvaldsdottir H, Wenger AM, Zehir A, Mesirov JP. Variant Review with the Integrative Genomics Viewer. *Cancer Res* **77**, e31-e34 (2017).
9. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**, 417-419 (2017).
10. Trincado JL, *et al.* SUPPA2: fast, accurate, and uncertainty-aware differential splicing analysis across multiple conditions. *Genome Biol* **19**, 40 (2018).
11. Wu TD, Watanabe CK. GMAP: a genomic mapping and alignment program for mRNA and EST sequences. *Bioinformatics* **21**, 1859-1875 (2005).
12. Trapnell C, *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* **7**, 562-578 (2012).
13. Dobin A, *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
14. Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat Protoc* **11**,

1650-1667 (2016).

15. Haas BJ, *et al.* De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. *Nat Protoc* **8**, 1494-1512 (2013).
16. UniProt C. UniProt: a worldwide hub of protein knowledge. *Nucleic Acids Res* **47**, D506-D515 (2019).
17. Szklarczyk D, *et al.* STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res* **47**, D607-D613 (2019).
18. Zhang Y, *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137 (2008).
19. Mi H, Muruganujan A, Ebert D, Huang X, Thomas PD. PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. *Nucleic Acids Res* **47**, D419-D426 (2019).
20. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).

# Supplementary material for: High-resolution annotation of the mouse preimplantation embryo transcriptome using long-read sequencing
**Source:** Nat Commun. 2020 May 27;11:2653. doi: 10.1038/s41467-020-16444-w
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | GENCODE vM22,Cufflinks v2.2.1,UniProt release2019_08                                                                                                                                                                                                                                                                                                       |
| Data analysis   | CPAT v2.2.0, BLASTP v2.9.0, PFAM-A v31.0, IGV v2.4.4, salmon v0.10.0, SUPPA2 v2.2.1, SNPsplit v0.3.4, GMAP v2019-03-04, cDNA_Cupcake v6.6, FastQC v0.11.8, TrimGalore v0.6.1, STAR v2.5.0a, StringTie v1.3.3b, TRANSDCODER v5.5.0, hmmer v3.2.1, STRING v11.0, bigWigAverageOverBed v2, MACS2 v2.0.10.20131216 PANTHER v14.1 SMRTlink v6.0, DESeq2 v1.20.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The long-read and short-read raw sequencing data were deposited at SRP: 'SRP225196 [https://www.ncbi.nlm.nih.gov/sra?term=SRP225196]'. The processed data including transcriptome annotation and expression level matrix were deposited at GEO: 'GSE138760 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138760]'. CAGE data are obtained from 'GSM3188176[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3188176]', 'GSM3188177[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3188177]', 'GSM3317700[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3317700]', 'GSM3317701[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3317701]'. H3K4med data are obtained from 'GSE73952[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73952]'. Custom oocyte transcriptome annotation are obtained from 'GSE70116[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70116]'. The source data underlying Figure 1b-f; Figure 2a-d; Figure 3b-k; Figure 4a-g; Figure 5b, f, g; and Supplementary Figures 1-9 are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not predetermined the sample size. Two batches of samples at each stage were collected. Pooled embryos at each stage from one batch, including 150 oocytes, 150 1-cell embryos, 100 2-cell embryos, 50 4-cell embryos, 25 8-cell embryos, 20 blastocysts and bulk sperms, were collected. These sample sizes are sufficient for RNA reverse transcription and amplification. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                            |
| Replication     | We carried out our experiments at least two times.                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Experimental groups were defined by experimental conditions. Within an experimental condition, the allocation was random.                                                                                                                                                                                                                                                           |
| Blinding        | The investigators were blinded to group allocation during data collection and analysis. All experimental procedures and quantification of results were done by two independent researchers.                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | house mouse, C57BL/6J (female) x DBA/2 (male) , female mice are 5 weeks old, male mice are 8 weeks old. Mice were maintained in an Assessment and Accreditation of Laboratory Animal Care credited specific pathogen free facility under a 12 h dark-light cycle. Ambient temperature is 20°C, relative humidity is 50%. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                 |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All experiments involving mice were approved by the Animal Care and Use Committee of the Institute of Neuroscience, Chinese Academy of Sciences, Shanghai, China.                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: High-resolution annotation of the mouse preimplantation embryo transcriptome using long-read sequencing
**Source:** Nat Commun. 2020 May 27;11:2653. doi: 10.1038/s41467-020-16444-w
**Supplement:** Supplementary file 16 — Description of Additional Supplementary Files

**Title: Supplementary Data 1:**

**Description:** Novel isoforms and novel genes of merged transcripts identified by long-read sequencing. Transcripts are shown in gtf format.

**Title: Supplementary Data 2:**

**Description:** Novel transcripts with classical TSSs, novel TSSs or novel gene TSSs. Transcripts ID and TPM are shown in sheets. TPM was calculated using salmon.

**Title: Supplementary Data 3:**

**Description:** Novel transcripts with high-confidence novel TSSs or novel gene TSSs. Transcripts ID and TPM are shown in sheets. TPM was calculated using salmon.

**Title: Supplementary Data 4:**

**Description:** Novel transcripts with annotation of full-length reads support, H3K4me3 tag support, and CAGE-tag support.

**Title: Supplementary Data 5:**

**Description:** PCR amplification and Sanger sequencing of 10 novel genes

**Title: Supplementary Data 6:**

**Description:** PCR amplification and Sanger sequencing of 10 novel isoforms.

**Title: Supplementary Data 7:**

**Description:** Alternative splicing events identified from long-read transcripts across seven stages using SUPPA2.

**Title: Supplementary Data 8:**

**Description:** FPKM of splicing factors across six stages. The SFs with expression pattern of ZGA are shown in first column. *Padj* values represent the significance probability of 1-cell to 2-cell transition and are calculated using DEseq2 with wald

significance tests (adjusted for multiple testing using the Benjamini-Hochberg method).

**Title: Supplementary Data 9:**

**Description:** Differential alternative splicing events identified in consecutive stages using SUPPA2. *P-value* are calculated using an empirical cumulative density function (adjusted for multiple testing using the Benjamini-Hochberg method).

**Title: Supplementary Data 10:**

**Description:** TPM of novel ZGA transcripts across seven stages.

**Title: Supplementary Data 11:**

**Description:** Novel transcripts with remarkably upregulated during 1-cell to 2-cell transition in expression. Novel isoforms or novel genes with TPM of oocyte  $\leq 1$ , TPM of 1-cell  $> 0.1$ , TPM of 2-cell  $> 1$ , 2-cell/1-cell  $> 2$ , 2-cell–1-cell  $> 10$  and *Padj* value  $< 0.05$  are presented. *Padj* values represent the significance probability of 1-cell to 2-cell transition and are calculated using DEseq2 with wald significance tests (adjusted for multiple testing using the Benjamini-Hochberg method).

**Title: Supplementary Data 12:**

**Description:** TPM of transcripts calculated with augmented transcriptome across seven stages using Salmon.

How the deposited data were processed for this re-analysis (not part of the article)

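Long-read transcripts of 7 stages (sperm, oocyte, 1-cell, 2-cell, 4-cell, 8-cell and blastocyst, 1 pool of 2 batches each) and 14 short-read libraries of the same stages (2 each) were analysed. Samples were grouped by the stage and replicate that their titles give. The labels of the 8-cell libraries number the replicates in opposite ways in different places, and the title was followed. The choice bears on fits with a replicate block, on the check of pairing and on values with a replicate number left out, and not on the stage means or the tests without a block.

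The authors aligned the long reads to mm10 with GMAP, collapsed and filtered them by stage, and merged the stages with Cuffmerge. They deposited the exon coordinates of the transcripts. The TPM values were made by the authors with salmon and deposited once over the merged transcripts and once over the long-read transcripts of the library's own stage. Because TPM keeps no read depth, no count test was run and no depth was recovered. The authors compared 1-cell with 2-cell by DESeq2 on raw reads, which were not used here.

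The classes of transcripts, the match between stages and the AS events were rebuilt from the exons after the rules of Cuffcompare and SUPPA2 that the methods name, with GENCODE vM21 on GRCm38 as the annotation, which is the assembly of mm10. The methods name vM20 and the reporting summary vM22. A class of new isoform needed a shared intron. Starts were matched within 300 bases, single-exon transcripts by containment or 80% reciprocal overlap. Intervals of shares are Wilson 95% intervals over transcripts and cover counting error only, because each stage has 1 long-read pool.

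Expression was tested with limma (lmFit, contrasts.fit and eBayes with a trend) on log2(TPM + 1) over the 12 libraries from oocyte to blastocyst with the stage as the only term. Transcripts with a TPM of at least 1 in at least 2 libraries were kept, each transition was adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 was called. Gene TPM is the sum over the transcripts of a gene. AS events were tested with limma on the log2 ratio of inclusion and other TPM, each with a pseudocount of 1, over the 4 libraries of a transition, and called at an adjusted p under 0.05 with a difference of PSI over 0.1. PSI is the inclusion TPM over the summed TPM. Correlations over 6 stages used exact permutation of all 720 orders. Quantities with 1 pool per stage have no test.

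The named transcripts and genes are every one that the paper names for these libraries, and the 5 transcripts with the largest rise and the 5 with the largest fall from 1-cell to 2-cell among those called with the same direction in all pairs of libraries. Of the AS events, the 3 with the largest difference of PSI among the called ones are named. All 5664 called transcripts had the same direction in all pairs.

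Alternatives were a pseudocount of 0.1, other filters on low values, quantile normalization, a fit on the 4 libraries of a transition, a replicate block, other rules of matching, and each library left out in turn. A shared splice site in place of a shared intron, and a spread weighted by stage (limma arrayWeights), are the 2 alternatives chosen after seeing the data.

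The tests were tried on simulated data with 200 changed transcripts, genes or events. For transcripts from 1-cell to 2-cell (20250 tested), with the spread of each stage and a change of 4 on the log2 scale, 131 of the 200 were recovered beside 296 false calls, and with the spread weighted by stage 23 were recovered. For genes from 1-cell to 2-cell (13752 tested), 148 were recovered beside 221 false calls. For AS events, with the spread of each stage and a change of 4, 156 of 200 were recovered from 4-cell to 8-cell (4535 tested). In the other transitions 78 were recovered from oocyte to 1-cell, 0 from 1-cell to 2-cell, 89 from 2-cell to 4-cell and 110 from 8-cell to blastocyst. With a change of 2, 0 of 200 events were recovered in every transition.

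Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, R 4.3.3 and limma 3.58.1 were used. Splice motifs, coding potential, H3K4me3 and CAGE data, conservation and the loss-of-function experiments were not analysed here. Supplementary Data 1, 2, 4, 7 and 12 were held only in part and entered no overlap or set test.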

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

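A shared splice site in place of a shared intron and a spread weighted by stage were chosen only after the results were seen. All other alternatives were fixed before the data were examined. Of 368 alternatives run for results that answer a comparison, 215 left the value within its spread or within 1.5 times the count, 152 moved it, and 1 kept its direction but lost the threshold. Of 552 run for named transcripts, genes, events and other single values, 442 left the call or value as it was, 62 moved a value, 47 lost the threshold and 1 gained it. Alternatives that left out a library had no test and so could not change a call. Transcripts called under no setting are also among the unchanged. The 442 thus do not measure how stable the calls are. Where no sentence names a cause, the cause was not tested.

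With the threshold required in both libraries, which can only lower a share, 86.2% of transcripts in sperm, 85.6% in oocyte, 83.0% at 1-cell, 91.6% at 2-cell, 93.5% at 4-cell, 91.1% at 8-cell and 88.5% at blastocyst passed a TPM of 1. A TPM of 10 was passed by 43.9, 59.2, 54.1, 65.0, 80.2, 66.8 and 59.4% in the same order. TPM over the merged annotation was taken only for multi-exon transcripts with the intron chain of a merged transcript. The share over 1 was then 94.5% at 1-cell, 98.6% at 4-cell, 97.8% at 8-cell and 98.0% at blastocyst. The share over 10 was 88.5% at 4-cell and 82.7% at 8-cell. Among multi-exon transcripts, 95.7% at 4-cell and 95.6% at 8-cell passed 1, and 77.7% at 8-cell passed 10. Leaving out either library, the share over 1 ranged from 88.4 to 93.2% in sperm, from 88.3 to 92.0% in oocyte, from 85.4 to 87.7% at 1-cell, from 93.4 to 95.4% at 2-cell, was 94.6% both ways at 4-cell, and ranged from 93.0 to 93.3% at 8-cell and from 90.6 to 93.1% at blastocyst. The share over 10 ranged from 54.5 to 60.7%, 68.0 to 72.2%, 57.1 to 66.3%, 69.2 to 85.8%, 82.6 to 83.9%, 72.4 to 73.6% and 65.1 to 77.3% in that order of stages.

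Among gained and lost transcripts, 1-cell to 2-cell had the highest share gained under every rule of matching tried. When only the same intron chain counted, 61.3% were gained and 59.7% lost from oocyte to 1-cell, 77.8 and 76.3% from 1-cell to 2-cell, 55.0 and 56.4% from 2-cell to 4-cell, 51.8 and 49.0% from 4-cell to 8-cell, and 51.5 and 52.2% from 8-cell to blastocyst. Among multi-exon transcripts, the gained shares were 45.2, 73.5, 46.0, 37.0 and 36.0% in this order, and the lost shares that moved were 47.2% (oocyte to 1-cell), 45.2% (2-cell to 4-cell), 38.8% (4-cell to 8-cell) and 40.0% (8-cell to blastocyst). With intron ends matched within 10 bases, the gained shares were 46.9% (oocyte to 1-cell), 47.4% (2-cell to 4-cell), 40.8% (4-cell to 8-cell) and 41.0% (8-cell to blastocyst), and the lost shares were 50.5, 57.8, 48.6, 42.5 and 43.9% in order. With single-exon transcripts matched by any overlap, the gained shares were 46.0, 72.6, 47.3, 40.5 and 40.8%, and the lost shares 48.2, 57.4, 48.0, 42.1 and 43.3%.

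Among multi-exon transcripts, the annotated share was 56.6% merged, 79.3% in sperm, 65.3% at 1-cell, 72.5% at 2-cell, 75.7% at 4-cell, 80.1% at 8-cell and 85.7% at blastocyst. The new share was 36.9% merged, 18.2% in sperm, 23.2% in oocyte, 26.8% at 1-cell, 23.9% at 2-cell, 22.3% at 4-cell, 18.2% at 8-cell and 12.9% at blastocyst. By a shared splice site, the new share was 38.1% merged, 22.8% in oocyte, 28.1% at 1-cell and 26.4% at 2-cell.

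The fit on the 4 libraries of a transition, which has fewer residual degrees of freedom, called 0 transcripts from oocyte to 1-cell (1846 at an unadjusted p under 0.05), 0 from 1-cell to 2-cell (5401), 0 from 2-cell to 4-cell (3086), 3704 from 4-cell to 8-cell and 0 from 8-cell to blastocyst (3113). It called 0 genes (3902) and 0 splicing factors (65) from 1-cell to 2-cell, also when adjusted over the list alone. With the spread weighted by stage, 2270 transcripts were called from 1-cell to 2-cell, 1 from 2-cell to 4-cell, 6269 from 4-cell to 8-cell and 730 from 8-cell to blastocyst, with 1874 genes and 37 splicing factors, 37 also over the list alone, from 1-cell to 2-cell. A pseudocount of 0.1 gave 144 transcripts from 2-cell to 4-cell and 241 from 8-cell to blastocyst, and quantile normalization gave 1829 and 757. With quantile normalization the share called higher went from 81.7 to 46.3% for 1-cell to 2-cell, from 95.8 to 81.8% for oocyte to 1-cell, from 21.8 to 47.4% for 4-cell to 8-cell and from 39.3 to 54.2% for 8-cell to blastocyst. Leaving out a library of the compared stages leaves a stage with 1 library, so only changes of at least 2-fold were counted, with no test.

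With 12 libraries in one fit, 2 AS events were called from oocyte to 1-cell, 500 from 1-cell to 2-cell, 36 from 2-cell to 4-cell, 8 from 4-cell to 8-cell and 11 from 8-cell to blastocyst. A pseudocount of 0.1 gave 0 from 1-cell to 2-cell (626 at an unadjusted p under 0.05) and 0 from 4-cell to 8-cell (564), and a summed TPM of at least 10 gave 0 from 1-cell to 2-cell (322). In simulated data, 0 of 200 events changed by 4 on the log2 scale were recovered from 1-cell to 2-cell, so the number called there sets no upper limit on how many changed.

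The replicate numbers do not pair the libraries. The labels of the 8-cell libraries number the replicates in opposite ways in different places, and the title was followed, so the pairs with 8-cell, the block and the values without a replicate number depend on that choice. Pairs without 8-cell also lay under -0.1, such as 2-cell and blastocyst at -0.486. Of 15 pairs of stages, 3 had a correlation of the deviations of same-numbered libraries over 0.1 and 8 had one under -0.1, and the highest was 0.415. With the replicate number as a block, 4898 transcripts were called from 1-cell to 2-cell, 182 from 2-cell to 4-cell and 247 from 8-cell to blastocyst, 64 splicing factors were called, and AS events numbered 0 from 1-cell to 2-cell (528 at an unadjusted p under 0.05) and 1 from 4-cell to 8-cell.

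The correlation of Snrpd3 with the number of AS events was 0.794 on the scale of log2(gene TPM + 1) (exact permutation p = 0.0667) and so no longer past the threshold. Leaving out a replicate number, r ranged from -0.706 to -0.575 for Raly, from 0.648 to 0.908 for Phf5a and from 0.727 to 0.877 for Snrpd3.

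The rule for ZGA transcripts gave 4006 transcripts with a 1-cell mean over 0.1 TPM in place of 1, 213 when met in every library and 513 with an added adjusted p under 0.05. These were 1964, 133 and 319 for annotated transcripts, 1076, 50 and 118 for new isoforms, 446, 11 and 27 for new genes, and 520, 19 and 49 for others. With 1 library left out in turn, the numbers ranged from 857 to 1509 for all, from 512 to 830 for annotated transcripts, from 174 to 324 for new isoforms, from 52 (without 2-cell replicate 2) to 234 (without oocyte replicate 1) for new genes and from 73 to 232 (without oocyte replicate 1) for others.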

Differences from the paper's values

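The rule of a shared splice site was chosen only after the results were seen. The number of AS events called differed from the paper's number in Supplementary Data 9 in all 5 transitions. The paper lists 102 events from oocyte to 1-cell against 0 here (103 at an unadjusted p under 0.05), 324 from 1-cell to 2-cell against 9, 209 from 2-cell to 4-cell against 0 (429), 546 from 4-cell to 8-cell against 154, and 264 from 8-cell to blastocyst against 0 (318). None of the alternatives set before the data were examined closed any of these gaps. With 12 libraries in one fit, 500 events were called from 1-cell to 2-cell, more than the paper's 324. The paper used SUPPA2's own test, which was not run here.

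The legends of Supplementary Data 9 define the difference of PSI as the earlier stage minus the later one. The listed differences match the rebuilt ones in size, and in sign only when taken as the later stage minus the earlier one, in 324 of 324 events from 1-cell to 2-cell and in all events of the other lists.

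The paper gives a level that the share of annotated and new transcripts over the lower TPM threshold exceeds in every stage. At 1-cell a TPM of 1 was passed here by 90.2% of the annotated transcripts, just over that level, and by 87.7% of the new transcripts, just under it. Over all classes the 1-cell share was 88.8%, under the level. With TPM over the merged annotation it was 94.5%, over the level. That value covers only multi-exon transcripts with the intron chain of a merged transcript, so the set changed along with the TPM.

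The paper describes the Kdm4dl transcript as a new isoform. By the rebuilt classes TCONS_00021180 is outside that class under both rules, because it shares neither an intron nor a splice site with the annotated single-exon Kdm4dl. For Rps23, which the paper names among new isoforms that rise, 2 merged transcripts carried the gene name here, TCONS_00005428 and TCONS_00005429. Both match annotated intron chains exactly. Gene names were given only to annotated transcripts and new isoforms. A transcript of the remaining class at Rps23 would thus have been missed, and the source of the difference stays open. From 1-cell to 2-cell the mean TPM rose from 0.158 to 15.6 for TCONS_00005428 and from 1.84 to 15.2 for TCONS_00005429. The paper states that the transcripts selected for PCR exceed a TPM of 10 in at least 1 sample, and 15 of 20 do in the TPM over merged transcripts. The paper names an isoform of Ehbp1 among transcripts that rise from 1-cell to 2-cell. Its libraries overlapped between these stages (log2 change 1.29, limma adjusted p = 0.296, range over the alternatives 0.293 to 0.897).

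With the splice-site rule, chosen after seeing the values, 274 new isoforms met the rule for ZGA transcripts, the paper's number, against 258 with a shared intron.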

Other observations

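The tests of the gained share without transcripts that contain a shorter one, and of the spread weighted by stage, were chosen only after the results were seen.

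The share of transcripts gained was highest from 1-cell to 2-cell. The 1-cell pool had the shortest transcripts, and a longer 2-cell transcript that contains a shorter 1-cell one counts as gained. This was the case for 16.9% of the gained 2-cell transcripts, above the 8.28 to 10.0% of the other transitions, so shorter 1-cell transcripts may account for part of the pattern. Containment alone was not the whole cause. Without such transcripts 62.9% of the 2-cell transcripts were still gained, against 38.7 to 44.1% in the other transitions. Long transcripts absent from the 1-cell pool stay in that share. Of the 1-cell transcripts 28.6% were longer than 1000 bases, against 68.1% at 2-cell. The test therefore cannot exclude shorter 1-cell transcripts as the whole cause. Transcripts missed by the 1-cell long-read pool are a further possibility. Of the gained multi-exon transcripts with a merged match, 62.8% had a TPM of at least 1 in both 1-cell short-read libraries, against 99.2% of the shared ones, a ratio of 0.633, which lies between the values set in advance for and against. In the other transitions the share of gained transcripts seen in both earlier libraries was 62.4% (oocyte to 1-cell), 84.3% (2-cell to 4-cell), 89.4% (4-cell to 8-cell) and 83.9% (8-cell to blastocyst). Earlier short-read signal was thus less frequent among the transcripts gained at 2-cell than in the 3 later transitions, and about as frequent as from oocyte to 1-cell. How many of the gained transcripts the 1-cell pool missed stays open. Each stage has a single long-read pool, so a difference between pools also remains open. A biological change at this stage remains open and was not tested.

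The correlations of Raly, Phf5a and Snrpd3 with the number of AS events were chosen by the study from a list of splicing factors. Of 257 factors, 10 had an exact permutation p under 0.05. Over all 720 orders of the event numbers, the central 95% of that count ran from 0 to 61.05 with a median of 6, and 0.365 of the orders gave as many. Selection from the list is therefore a candidate explanation for the strength of these correlations. A link between these factors and splicing remains open and was not tested.

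More transcripts were called from 1-cell to 2-cell than in any other transition, but the stages differ in spread and the fit assumes 1 spread. With the spread weighted by stage, 2270 transcripts were called from 1-cell to 2-cell, against 497 from oocyte to 1-cell, 1 from 2-cell to 4-cell and 730 from 8-cell to blastocyst. In simulated data with a change of 4 on the log2 scale this weighted fit recovered 23 of 200 changed transcripts from 1-cell to 2-cell, and 161, 24 and 139 in those transitions. The larger number from 1-cell to 2-cell than in these 3 transitions was thus still present once the spread was weighted, which argues against unequal spread as its whole cause. The fit on the 4 libraries of a transition called 0 transcripts in each of these 4 transitions, with 5401 at an unadjusted p under 0.05 from 1-cell to 2-cell and 1846, 3086 and 3113 in the others. From 4-cell to 8-cell the weighted fit called 6269 transcripts, but there it recovered 197 of 200 simulated changes, so the reversed order does not decide the matter. For the comparison with 4-cell to 8-cell, unequal spread and a larger change from 1-cell to 2-cell cannot be told apart, and these transitions cannot be ordered by the number of called transcripts. In the fit with 1 spread, 5664 transcripts were called from 1-cell to 2-cell, and those called in the other transitions were 406 from oocyte to 1-cell (389 higher, after quantile normalization 288 of 352), 532 from 2-cell to 4-cell (296 higher), 633 from 4-cell to 8-cell (138 higher, after quantile normalization 419 of 884) and 427 from 8-cell to blastocyst (168 higher, after quantile normalization 410 of 757). The median shift was -0.39 from 4-cell to 8-cell and -0.23 from 8-cell to blastocyst on the log2 scale. Activation of the genome between these stages remains open as an explanation and was not tested.

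Among the transcripts called from 1-cell to 2-cell, the 5 with the largest rise include TCONS_00000104, TCONS_00006714 and TCONS_00022546, single-exon transcripts inside annotated introns that are listed at 0 in both 1-cell libraries and reached mean TPM of 2003, 907 and 1067 at 2-cell. TCONS_00003575 on chromosome 11 rose by 9.06 (limma adjusted p = 0.000491, range over the alternatives 0.00027 to 0.113), and the new gene TCONS_00022215 on chromosome X reached 283 and 951 TPM. With the spread weighted by stage, TCONS_00000104 (adjusted p = 0.0802, range over the alternatives 0.00222 to 0.113) and TCONS_00022215 (0.129, range 0.00183 to 0.129) were no longer called. Of the 5 with the largest fall, the Tsc22d1 transcript TCONS_00006323 fell by 7.44, the Zfyve21 isoform TCONS_00004675 fell by 8.23, and the D6Ertd527e isoform TCONS_00016886 fell by 6.71. TCONS_00002103 and TCONS_00020817 are listed at 0 in both 2-cell libraries. TCONS_00002103 was not called with the spread weighted by stage (adjusted p = 0.0986, range 0.0153 to 0.113) or with no filter on low values (0.0698). The fit on the 4 libraries called none of these 10 transcripts, with an adjusted p of 0.113 for each. No explanation was tested for these transcripts.

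The second transcript of XLOC_004958, TCONS_00006925, had a mean of 527 TPM in sperm, with 914 in replicate 1 and 139 in replicate 2.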
